# Triple Therapy with Metformin, Ketogenic Diet, and Metronomic Cyclophosphamide Reduced Tumor Growth in MYCN-Amplified Neuroblastoma Xenografts

**DOI:** 10.3390/metabo13080910

**Published:** 2023-08-03

**Authors:** Luca Catalano, Sepideh Aminzadeh-Gohari, Daniela D. Weber, Rodolphe Poupardin, Victoria E. Stefan, William J. Smiles, Julia Tevini, René G. Feichtinger, Sophia Derdak, Martin Bilban, Stefan Bareswill, Markus M. Heimesaat, Barbara Kofler

**Keywords:** neuroblastoma, ketogenic diet, metformin, MYCN, β-oxidation

## Abstract

Neuroblastoma (NB) is a childhood cancer in which amplification of the MYCN gene is the most acknowledged marker of poor prognosis. MYCN-amplified NB cells rely on both glycolysis and mitochondrial oxidative phosphorylation (OXPHOS) for energy production. Previously, we demonstrated that a ketogenic diet (KD) combined with metronomic cyclophosphamide (CP) delayed tumor growth in MYCN-amplified NB xenografts. The anti-diabetic drug metformin (MET) also targets complex I of the OXPHOS system. Therefore, MET-induced disruptions of mitochondrial respiration may enhance the anti-tumor effect of CP when combined with a KD. In this study, we found that MET decreased cell proliferation and mitochondrial respiration in MYCN-amplified NB cell lines, while the combination of KD, MET, and low-dose CP (triple therapy) also reduced tumor growth and improved survival in vivo in MYCN-amplified NB xenografts. Gene ontology enrichment analysis revealed that this triple therapy had the greatest effect on the transcription of genes involved in fatty acid ß-oxidation, which was supported by the increased protein expression of CPT1A, a key mitochondrial fatty acid transporter. We suspect that alterations to ß-oxidation alongside the inhibition of complex I may hamper mitochondrial energy production, thus explaining these augmented anti-tumor effects, suggesting that the combination of MET and KD is an effective adjuvant therapy to CP in MYCN-amplified NB xenografts.

## 1. Introduction

Neuroblastoma (NB) is an embryonal tumor derived from progenitor cells of the sympathetic nervous system [1]. Although NB accounts for only 6% of all pediatric cancer cases, whereby the 5-year survival rate is 81% [2], there is still a subpopulation of high-risk patients with a 5-year event free survival (EFS) of approximately 50% [3]. Almost half of these patients harbor an amplification of the *MYCN* oncogene, which is the most well-characterized marker of poor prognosis in NB [4]. However, therapeutic strategies aimed at direct or indirect targeting of MYCN are not clinically available at present [5].

Tumor cells become metabolically reprogrammed to sustain the biomass and energy production required for rapid cellular growth [6]. MYCN has been shown to increase these growth demands by upregulating fundamental metabolic pathways such as glycolysis, oxidative metabolism, and lipogenesis, and the metabolism of glutamine, serine, and glycine [7,8,9]. Such alterations highlight the ability of cancerous cells to hijack cellular metabolism to cater to growth and proliferation. Indeed, cancer cells not only rely heavily on glucose metabolism, a phenomenon known as the Warburg effect, but frequently possess appreciable metabolic ‘flexibility’ [10]. The latter confers to cancer cells the capability to leverage alternate metabolic pathways to gain a survival advantage in the face of stress arising from the hypoxic and nutrient-deprived tumor microenvironment [11]. This may explain why some patients fail to respond to, or relapse following, intense multi-modal therapy [12]. In that regard, targeting metabolic vulnerabilities induced by MYCN may represent an innovative and otherwise unexplored approach to tackle high-risk NB.

A very low carbohydrate, low protein, and high fat ketogenic diet (KD) has emerged as a potential therapeutic intervention in cancer, with several pre-clinical studies demonstrating an anti-tumor effect, especially when combined with conventional cytotoxic therapies [13]. Indeed, the KD appears to have the most beneficial effect in cancer treatment as an adjuvant therapy [14]. KDs have the potential to ‘rewire’ multiple metabolic pathways simultaneously. Low glucose availability combined with elevated ketone bodies are candidate metabolic variables to drive the anti-proliferative effect of KDs, inter alia, brain tumors [15,16]. In addition, KDs have been shown to alter amino acid and lipid metabolism [13,17]. Yang and colleagues demonstrated that a KD enhanced the anti-tumor effect of classical chemotherapy in pancreatic cancer, conferring a survival advantage associated with a higher NADH/NAD ratio in tumor cells. This suggests alterations to the redox state as a potential contributor to the anti-tumor effect of the KD when combined with chemotherapy [18]. We previously reported that a KD in combination with CP reduced tumor growth in NB xenografts, but failed to induce complete remission [19].

Targeting the oxidative phosphorylation (OXPHOS) system has been shown to be a potential therapeutic approach in cancer treatment [20,21]. Given the emerging role of OXPHOS in MYCN-amplified NB metabolism [8], exploiting its inhibition may represent a rational therapeutic approach for NB treatment. Metformin (MET) is a common anti-diabetic drug that targets mitochondrial respiration by inhibiting complex I (NADH dehydrogenase) of the OXPHOS system [22,23,24]. The inhibition of complex I has been demonstrated to reduce tumor growth in divergent tumor xenograft models [22,25]. In this regard, MET alone was also shown to suppress tumor growth in MYCN-amplified and non-amplified NB-bearing mice [26]. Therefore, the aim of this study was to determine whether MET could enhance the efficacy of a KD combined with low-dose CP in MYCN-amplified NB xenografts. To elucidate the mechanism by which the combination of KD, CP, and MET (triple therapy) reduced tumor growth, we measured plasma pro-inflammatory factors and metabolic biomarkers potentially involved in cancer progression. Then, we performed RNA-seq analysis to reveal alterations at the transcriptional level, with a view to uncover the anti-tumor mechanism effect of the therapy.

## 2. Materials and Methods

### 2.1. Cell Lines

*MYCN*-amplified NB cell lines SKNBE(2) (CRL-2271, ATCC, Manassas, VA, USA) and KELLY (92110411, Sigma-Aldrich, Darmstadt, Germany) were selected for cell proliferation and xenograft studies. The cells were cultured as previously described in a standard medium containing a 1:1 mixture of Eagle’s Minimum Essential Medium (M5650, Sigma-Aldrich, Irvine, UK) and Ham’s F12 (N4888, Sigma-Aldrich, Irvine, UK), supplemented with 10% fetal bovine serum (10500064, Gibco, Paisley, UK), Glutamax (35050038, Thermo Fisher Scientific, Paisley, UK), MEM Non-essential amino acid solution (M7145, Sigma-Aldrich, Irvine, UK), and penicillin/streptomycin/amphotericin (US17-745E, Lonza, Basel, Switzerland) [27]. The cell lines were tested for mycoplasma contamination, and were maintained at 37 °C with 5% CO_2_.

### 2.2. Cell Proliferation Assays

The MET (PHR1084, Sigma-Aldrich, Laramie, WY, USA) stock solution was prepared in standard NB cell culture medium. The acetyl CoA carboxylase (ACC) inhibitor PF 05175157 (5790, Tocris, Bristol, UK) was dissolved in DMSO and stored at −80 °C. 1.9 × 10^4^ cells/well of SKNBE(2) cells and 8 × 10^3^ cells/well of KELLY cells were seeded in 96-well plates. Then, the cells were treated with different concentrations of MET (1 to 20 mM) for 72 h, or with PF 05175157 (3–33 µM) for 48 h. Standard medium was used as a vehicle control of the MET-treated cells, whereas DMSO was used as a vehicle control of the PF 05175157-treated cells. Cell viability was measured via a crystal violet assay, as previously described [28].

### 2.3. Bioenergetic Analysis

For the bioenergetic analysis, 1.4 × 10^3^ cells/well of SKNBE(2) and 7 × 10^3^ cells/well of KELLY cells were seeded in Seahorse XF cell culture microplates (102601-100, Agilent, Santa Clara, CA, USA) using standard cell culture medium. The NB cells were cultured for 72 h and subsequently treated with varying concentrations of MET (1–10 mM) for 24 h. Alternatively, the NB cells were grown for 24 h following seeding, and then treated with PF 05175157 (3 µM to 33 µM) for 72 h. On the day of the experiment, the medium was changed to Seahorse assay medium consisting of XF DMEM (103575-100, Agilent, Santa Clara, CA, USA) supplemented with 1 mM pyruvate, 10 mM glucose (Agilent, Santa Clara, CA, USA) and 2 mM glutamine. The Seahorse XF Cell Mito Stress Test was then performed according to the manufacturer’s protocol and specifications of the Seahorse XFe96 Analyzer (Agilent, Santa Clara, CA, USA). Following the assay, the Seahorse XF cell culture microplates were placed at −80 °C, and the data was normalized to the nucleic acid content using a CyQUANT cell proliferation assay (C7026, Thermo Fisher, Eugene, OR, USA) in accordance with the manufacturer’s protocol.

### 2.4. Animal Models and Sample Preparation

The animals were maintained under specific pathogen-free conditions in accordance with the Salzburg Animal Care and Use Committee (20901-TVG/115/21-2020) and the Austrian Federal Ministry of Education, Science and Research (BMBWF) (2021-0.711.738). Xenografts were established by injecting 200 µL of a 1:1 mixture of NB cells (2 × 10^7^ cells per mouse) in serum-free medium and Matrigel (356234, Corning, New York, NY, USA) in the right flank of 5- to 6-week-old female CD-1 nude mice (Charles River, Sulzfeld, Germany). Once the tumor reached ~100 mm^3^, the tumor-bearing mice were randomized into the different therapy groups (*n* = 6–10). The tumor-bearing mice were group-housed, and received *ad libitum* access to food and water. The tumor volumes were measured twice weekly using a caliper, which was calculated with the formula width × height × length/2. The body weight was monitored two times per week, and the blood glucose and ketone bodies (β-hydroxybutyrate) were assessed once per week using the enzyme-based Precision Xceed System (Abbott, Chicago, IL, USA). The mice were anesthetized once the tumor volume reached ~1500 mm^3^, or when the termination criteria based on the health status were reached. To calculate the overall survival, the SKNBE(2) xenografts were kept for a maximum of 33 days, and the KELLY xenografts were kept for 36 days. Then, the mice were euthanized, and plasma and tissue samples were collected as previously described [27].

### 2.5. Diet Composition and In Vivo Treatments

The mice were randomly assigned to the different therapy regimens. All of the diets were provided *ad libitum*. The diets were ordered from Ssniff and fortified with specific amounts of vitamins and mineral supplements to administer the same quantity to each therapy group. Detailed information on the diet composition and energy content is presented in Supplementary Table S1. As we previously reported, the food intake of CD-1 nude mice fed with a KD *ad libitum* was approximately half compared to mice fed with a control diet [27]. For this reason, although the diets were not isocaloric, the mice consumed comparable amounts of energy. CP (C0768, Sigma-Aldrich, Darmstadt, Germany) was administered via drinking water, according to the study by Man and colleagues [29]. The CP dose was selected to induce a mild but not significant effect on tumor growth, in order to enable the evaluation of any additive or synergistic effects of the different therapeutic interventions. The SKNBE(2) xenografts were treated with 13 mg/kg/day according to our previously published protocol [30], and KELLY xenografts were treated with 20 mg/kg/day (Figure S1). The selected dose of MET (100 mg/kg) was based on dose response experiments initially performed in the SKNBE(2) and KELLY xenografts (Figure S2).

### 2.6. Western Blot (WB) Analysis

SKNBE(2) xenograft tissue (20–30 mg) was homogenized with an Ultra-Turrax homogenizer (IKA) in 300 µL of RIPA lysis buffer (MFCD02100484, Sigma-Aldrich, St. Louis, MO, USA) supplemented with protease/phosphatase inhibitors (A32961, Thermo Scientific, Rockford, IL, USA) and 1 mM EDTA. The homogenates were centrifuged at 4 °C for 10 min, and the supernatant was collected. A total of 15 µg of protein was used for Western blot analysis. The primary antibodies were diluted in tris-buffered saline 0.5% Tween-20 (TBS-T) and 10% blocking reagent (11921673001, Roche, Mannheim, Germany). The following antibodies were used: heat shock protein A6 (HSPA6) (1:1000, 13616-1-AP, Proteintech, Wuhan, China), carnitine palmitoyltransferase 1A (CPT1A) (1:1000, 12252, Cell Signaling, Danvers, MA, USA), voltage-dependent anion channel (VDAC) (1:1000, ab15895, Abcam, Cambridge, UK), and β-actin (1:2000, ab8227, Abcam, Cambridge, UK). Horseradish peroxidase-labelled secondary antibodies were used (K400311-2, Dako, Glostrup, Denmark). The band densitometry was calculated using Image Lab Software 5.2.1 (Bio-Rad, Hercules, CA, USA) and normalized to β-actin.

### 2.7. Determination of Pro-Inflammatory and Metabolic Peptides in Plasma

The plasma levels of the murine pro-inflammatory factors (Table 1A) and metabolic peptides (Table 1B) were measured using V-plex and customized U-plex assays from Meso Scale Discovery (MSD, Rockville, MD, USA), according to the manufacturer’s instructions (Table 1). In the V-plex plate, the samples were measured in duplicate, whereas in the U-plex assay, only one replicate per sample was measured.

### 2.8. Molecular Analysis of the Microbiota from Fecal Content

DNA was extracted from the colon fecal content of NB-bearing mice, as described previously [31]. The total DNA was measured using Quant-iT PicoGreen reagent (Thermo Fisher, Eugene, OR, USA) and adjusted to 1 ng/µL. Specific 16S rRNA primers (Tib MolBiol, Berlin, Germany) were used to identify different species, genera, or groups of bacteria via qPCR [32,33]. The overall gene copy numbers per ng of DNA were calculated.

### 2.9. RNA Extraction, Sequencing, and Data Analysis

RNA was extracted from the SKNBE(2) xenograft tissue using the AllPrep DNA/RNA/Protein Mini Kit (80004, Qiagen, Germantown, MD, USA) according to the manufacturer´s instructions. Six samples per therapy group were randomly selected. Sequencing libraries were prepared at the Genomics Core Facility of the Medical University of Vienna using the NEBNext Poly(A) mRNA Magnetic Isolation Module, and the NEBNext UltraTM II Directional RNA Library Prep Kit for Illumina according to manufacturer’s protocol (New England Biolabs, Ipswich, MA, USA). The libraries were QC-checked on a Bioanalyzer 2100 (Agilent, Santa Clara, CA, USA) using a high sensitivity DNA kit for correct insert size, and quantified using a Qubit dsDNA HS Assay (Invitrogen, Eugene, OR, USA). The pooled libraries were sequenced on two flow cells of a NextSeq500 instrument (Illumina, San Diego, CA, USA) in 1 × 75 bp single-end sequencing mode. Per sample, an average of 27 million reads were generated. 

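The count files give, for every tumor, the reads counted on genes and the reads that STAR left without a gene. Together these came to a mean of 23837356 reads per file over 30 files, after the reads that aligned to the mouse genome had been removed. Between 20.3% and 30.8% of them were not assigned to a gene in any tumor. The values at the results use only the counts on genes.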

Reads in a fastq format were generated using the Illumina bcl2fastq command line tool (v2.19.1.403), including trimming of the sequencing adapters. Since the samples were human xenografts inoculated in mice, an additional stringent pre-alignment was performed where all of the reads in fastq format were aligned to the murine reference genome version GRCm38/mm10 using the STAR aligner [34] version 2.6.1a in 2-pass mode, in order to computationally remove reads that originated from the mouse portion in the tissue sample. Reads that remained unmapped in the pre-alignment step were recovered and aligned to the human reference genome version GRCh38 with Gencode 29 annotations using the STAR aligner, version 2.6.1a, in 2-pass mode. The raw reads per gene were counted with STAR [34]. The differential gene expression was calculated using DESeq2 version 1.22.2 [35]. The transcripts per million (TPM) were generated by RNA-Seq with Expectation Maximization (RSEM) [36]. The genes were considered significantly differentially transcribed with an adjusted *p*-value of <0.05. Then, we conducted gene ontology (GO) enrichment analysis using the ClusterProfiler R package v4.8 [37]. Pathways were considered significantly enriched when *p* < 0.05.

### 2.10. Statistics

Statistical analysis was performed using GraphPad Prism 9.0.0. The group variations are indicated as mean ± SD. The group differences were considered significant at *p* < 0.05. We performed a differential gene expression analysis with the DESeq2 package in R to identify genes that were significantly deferentially expressed between our experimental conditions. The DESeq2 package uses a model based on the negative binomial distribution to estimate the variance–mean dependence in count data, and tests for differential expression using the Wald test. Genes with an adjusted *p*-value < 0.05 (Benjamini & Hochberg) were considered significantly deferentially transcribed.

We conducted our enrichment analysis with the R package ClusterProfiler using Fisher’s exact test. GO or pathways were considered significantly enriched with a *q*-value < 0.05.

## 3. Results

### 3.1. Effect of MET on Respiration and Proliferation of MYCN-Amplified NB Cell Lines

To determine if MET, as an inhibitor of mitochondrial complex I, could affect the respiration of MYCN-amplified NB cells, the SKNBE(2) and KELLY cells were treated with increasing concentrations of MET, and the oxygen consumption rate (OCR) was measured (Figure 1A,D). MET reduced both the basal (Figure 1B,E) and maximal respiration (Figure 1C,F) in a concentration-dependent manner. In the KELLY cells, 1 mM MET reduced the basal and maximal respiration to 31.4% and 38%, respectively. In the SKNBE(2) cells, however, the same concentration of MET reduced the basal and maximal respiration to 58.2% and to 51.4%, respectively, suggesting a higher sensitivity of the KELLY cells to MET.

To determine if the reduction in respiration had a direct effect on proliferation, the NB cells were treated with MET (1–20 mM) for 72 h. The anti-proliferative effect of MET was more pronounced in the KELLY (3 mM) versus the SKNBE(2) cells (20 mM) (Figure 2). This suggests that the KELLY cell line has a greater reliance upon mitochondrial respiration to drive cellular proliferation.

### 3.2. MET Enhanced the Anti-Tumor Effect of a KD and Low-Dose Chemotherapy on MYCN-Amplified NB Xenografts

We previously reported that a KD in combination with low-dose, cytotoxic CP slowed tumor growth in MYCN-amplified SKNBE(2) xenografts [19]. To enhance the anti-tumor efficacy of KD + CP, with a view to exploit the OXPHOS capacity of MYCN-amplified cells [8], we also treated NB-xenograft-bearing mice with a triple therapy combination of KD, CP, and MET. The triple therapy lowered plasma glucose in the SKNBE(2) and KELLY xenograft-bearing mice (Figure 3A,C). The levels of β-hydroxybutyrate increased in all of the KD groups, confirming that the KD induced ketosis in our xenograft models (Figure 3B,D). Moreover, the different therapy regimens did not induce any adverse effects in tumor-bearing mice, and their body weight was constant throughout therapy (Figure S4), confirming that the therapy regimens were well-tolerated.

Although MET in combination with CP did not reduce tumor growth in both xenograft models, the triple therapy consisting of KD, CP, and MET significantly reduced tumor growth (Figure 4B,E) and enhanced survival (Figure 4C,F) in both the SKNBE(2) and KELLY tumor-bearing mice. Individual growth curves of the xenografts treated with the different therapy regimens are presented in Figure S3.

### 3.3. Metabolic Peptide Levels in Plasma of MYCN-Amplified NB-Bearing Mice

Inflammation is a crucial factor driving tumor progression, by orchestrating fundamental neoplastic processes such as cell proliferation, survival, and migration [38]. Since both the KD and MET have been shown to regulate inflammation [39,40], an altered systemic inflammatory state may explain, in part, the anti-tumor effect observed upon triple treatment of the NB xenografts. Thus, ten different inflammatory markers (IL-1β, IL-2, IL-4, IL-5, IL-6, IL-12p70, IL-10, IFN-γ, KC/GRO, TNF-α) were measured in plasma samples of SKNBE(2)-bearing mice. Overall, these inflammatory factors were not affected by the different therapy regimens (Figure S5).

Since NB progression may also be affected by metabolic perturbations induced by the triple treatment, we measured the plasma levels of several metabolic peptides conceivably involved in NB progression, including leptin, MIP-2, FGF-21, GM-CSF, ghrelin, IP-10, MCP-1, and PYY (Figure 5). FGF-21 was the only metabolic peptide augmented by the triple therapy.

### 3.4. RNA-Seq Analysis and GO Enrichment Analysis in SKNBE(2) Tumor Tissue

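SKNBE(2) is a human NB cell line, and the tumors were grown from it in mice, so that human and mouse RNA are mixed in the tissue. The files hold 30 tumors, each from another animal. The labels place 6 tumors in CTRL, 5 in CTRL + CP, 6 in CTRL + CP + MET, 6 in KD + CP and 6 in KD + CP + MET. CP was given at 13 mg/kg per day, MET at 100 mg/kg, and the KD had a ketogenic ratio of 8:1, for at most 33 days. The tumor of animal 315 is CTRL + CP in its title and CTRL + CP + MET in its treatment field, so it was left without a group in the fit of the 29 mapped tumors.
The authors selected poly(A) RNA, made directional libraries, discarded reads that aligned to the mouse genome GRCm38, aligned the rest to the human genome GRCh38 and counted raw reads per gene with STAR on the Gencode 29 annotation. Reads from sequence that the human and mouse genomes share are lost at the mouse step. Each file has 1 column of counts per gene, and the paper's text does not name which strand column of the STAR output was kept, so genes that overlap another gene on the opposite strand are uncertain. Of these gene identifiers, 99.0% were found in GENCODE release 44, which gave symbols and positions.
The counts on genes ranged from 12260978 to 23063099 per tumor in CTRL (median 17475098), from 13030015 to 22734125 in CTRL + CP (median 15365168), from 10840687 to 19496445 in CTRL + CP + MET (median 17675564), from 15044824 to 24974971 in KD + CP (median 18695560) and from 14014925 to 22278823 in KD + CP + MET (median 16783422). The tumor of animal 315 had 36849269.
Figure S6 shows 28 points. The positions of all 51 choices of 28 tumors that give its group sizes were computed and compared with the drawn points. The closest choice left out animal 308 of CTRL + CP and animal 326 of CTRL + CP + MET and counted animal 315 as CTRL + CP, at a root-mean-square distance of 1.11 on the axes of the figure, against 6.44 for the next choice. The paper gives no reason for leaving tumors out. Values are given first over these tumors, called the tumors of Figure S6, and then over the 29 mapped tumors. This set was chosen after the counts had been seen.
Counts were normalized by edgeR's TMM method and tested by edgeR's quasi-likelihood test with all 5 groups in one fit, over the 16374 genes with enough counts in the tumors of Figure S6 and 16401 in the 29 mapped tumors. The paper used DESeq2, which was run as an alternative. A gene is called differentially expressed when its Benjamini-Hochberg adjusted p-value is under 0.05. On simulated counts with 200 changed genes, this test called 77% of the genes changed by a log2 fold change of 1 and 97% of those changed by 2, and 7 of its 181 calls were false. These counts were drawn for each gene independently, with no outlying tumor, and only genes with a mean CPM of at least 1 were changed. The rates need not hold for the real tumors or for smaller changes.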

To gain a better understanding of which metabolic pathways are altered by the combination of the triple KD + CP + MET treatment, we performed bulk RNA-seq analysis on tumor samples from the SKNBE(2) xenografts. Principal component analysis (PCA) revealed a clear separation between samples obtained from CTRL- or KD-fed animals (Figure S6), suggesting that diet is the main driver of the inter-sample variability in gene expression. 

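On DESeq2's variance-stabilized values of the 500 most variable genes, PC1 held 36.0% and PC2 20.7% of the variance over the tumors of Figure S6. Diet accounted for 42.3% of the variance of PC1 (permutation test of diet over tumors, p = 0.00018, adjusted over both components p = 0.00036). All 12 KD-fed tumors lay above the median of the CTRL-fed tumors on PC1, while 7 of 16 CTRL-fed tumors lay above the lowest KD-fed tumor. On log2 CPM of all tested genes, PC1 held 20.8% of the variance and diet accounted for 38.8% of it (permutation test, p = 0.00041, adjusted p = 0.00082). On that scale 13 of the 16 CTRL-fed tumors lay above the lowest KD-fed tumor, animal 339, and 5 above the next lowest, animal 328. Leaving out each tumor of CTRL + CP, KD + CP and KD + CP + MET in turn gave between 22.9% (without animal 337) and 60.6% (without animal 339), with 25.1% without animal 307 and 25.5% without animal 312.
Over the 29 mapped tumors, PC1 of log2 CPM held 20.2% of the variance and diet accounted for 5.02% of it (permutation test, p = 0.262). PC2 held 18.8%, with 47.5% between diets (permutation test, p = 3e-05, adjusted p = 6e-05). The tumor of animal 308, at −109.7 on PC1, lay farthest from the median. Without it, diet accounted for 39.9% of PC1 (permutation test, p = 0.00023). Without animal 339 of KD + CP + MET the share was 11.4% (permutation test, p = 0.0161). The alternative that moved the share most among those with all 29 tumors was the variance-stabilized values of 500 genes, with 17.2% (permutation test, p = 0.0161). With animal 315 added the share was 0.0541% (permutation test, p = 0.934). On the variance-stabilized values the tumor of animal 326 lay farthest from the median of PC1.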

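Over the tumors of Figure S6, 831 genes differed between KD + CP + MET and CTRL + CP, 399 higher and 432 lower, and 570 differed between KD + CP and CTRL + CP, 311 higher and 259 lower, by edgeR's quasi-likelihood test. Over the 29 mapped tumors the numbers were 1390 (531 higher, 859 lower) and 687 (295 higher, 392 lower). With the definitions of Figure 6, and the same direction required in both KD groups for additive genes, 191 genes were additive (89 higher) in the tumors of Figure S6 and 289 (95 higher) in the mapped tumors, and 470 (207 higher) and 855 (315 higher) were exclusive. DESeq2 gave 324 additive and 618 exclusive genes in the tumors of Figure S6 and 560 and 1023 in the mapped tumors. Of the settings run on the mapped tumors, 2 took the additive and exclusive genes to 0. With the mean expression of the short arm of chromosome 1 as a covariate, edgeR called 0 genes in KD + CP + MET and 0 in KD + CP, with 978 and 713 at an unadjusted p under 0.05. That covariate differs between the diets, so calls can be lost to this overlap alone. Fitted to 2 groups alone, edgeR called 0 in KD + CP + MET, with 2902 at an unadjusted p under 0.05, and 36 in KD + CP, while DESeq2 fitted to 2 groups called 827 in KD + CP + MET.
Between KD + CP + MET and KD + CP, the comparison that tests MET on the KD directly, edgeR called 0 genes in both sets of tumors. At an unadjusted p under 0.05 there were 868 in the tumors of Figure S6 and 438 in the mapped tumors, and DESeq2 called 0 and 1. With no change in any gene, a share of 0.05 of the 16374 and 16401 tested genes is expected there. The counts 868 and 438 are therefore not evidence of changed genes, and the same share applies to the comparisons that follow. The interaction of diet and MET gave 0 genes by edgeR in both sets, with 471 and 440 at an unadjusted p under 0.05, and 0 by DESeq2. MET on the CTRL diet (CTRL + CP + MET against CTRL + CP) gave 0 genes by edgeR, with 443 and 1088 at an unadjusted p under 0.05, and 0 by DESeq2. CP alone (CTRL + CP against CTRL) gave 0, with 1084 and 2258, and 0 by DESeq2. Of the exclusive genes, 468 of 470 in the tumors of Figure S6 and 854 of 855 in the mapped tumors changed in the same direction in KD + CP, where the shared CTRL + CP tumors alone give a high share.
The log2 fold changes of both KD groups against CTRL + CP had a Pearson r across genes of 0.822 in the tumors of Figure S6 and 0.866 in the mapped tumors, where genes are not independent replicates. Both comparisons share the CTRL + CP tumors, and simulations with no change in either KD group gave a median r of 0.538 and 0.556. The share of genes with the same sign was 77.0% and 83.1%, against 68.2% and 68.4% in those simulations. Among genes with an unadjusted p under 0.05 in KD + CP + MET it was 98.4% and 99.4%, against 92.9% and 92.0%. The simulations drew each gene independently, so shifts of many genes together within a tumor are not in them. They cannot exclude the shared CTRL + CP tumors as the whole cause.
The largest log2 fold changes among genes called in the mapped tumors were those of RPS3AP5 (4.24, standard error 1.09), CDH10 (3.44, 0.78) and ENSG00000232346 (2.90, 0.81), higher in KD + CP + MET than in CTRL + CP, and those of ENSG00000249456 (−2.97, 0.67), HK2P1 (−2.25, 0.57) and CNGA3 (−2.24, 0.46). RPS3AP5 and HK2P1 are pseudogenes, for which reads shared with the gene of origin were not tested, and ENSG00000232346 rests on animal 343, with 449 counts against at most 19 in the other KD + CP + MET tumors. In KD + CP against CTRL + CP these were PAPPA (3.32, 0.57), CDH10 (3.27, 0.78) and SLC5A7 (2.90, 0.45), and ENSG00000249456 (−2.57, 0.65), CITED1 (−2.15, 0.43) and CYP51A1 (−2.07, 0.55). The lower values of ENSG00000249456, CITED1 and CYP51A1 in KD + CP rest on animal 308 of CTRL + CP, without which they were −0.12, −0.99 and −0.11, and that of ENSG00000249456 in KD + CP + MET was −0.51. MYCN, whose amplification defines the line, had a log2 fold change of −0.18 in KD + CP + MET over the tumors of Figure S6 (adjusted p = 0.326) and −0.46 over the mapped tumors (adjusted p = 0.0526 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and −0.06 and −0.34 in KD + CP. In KD + CP + MET over the mapped tumors it was −0.20 without animal 308.

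**Figure D1:**
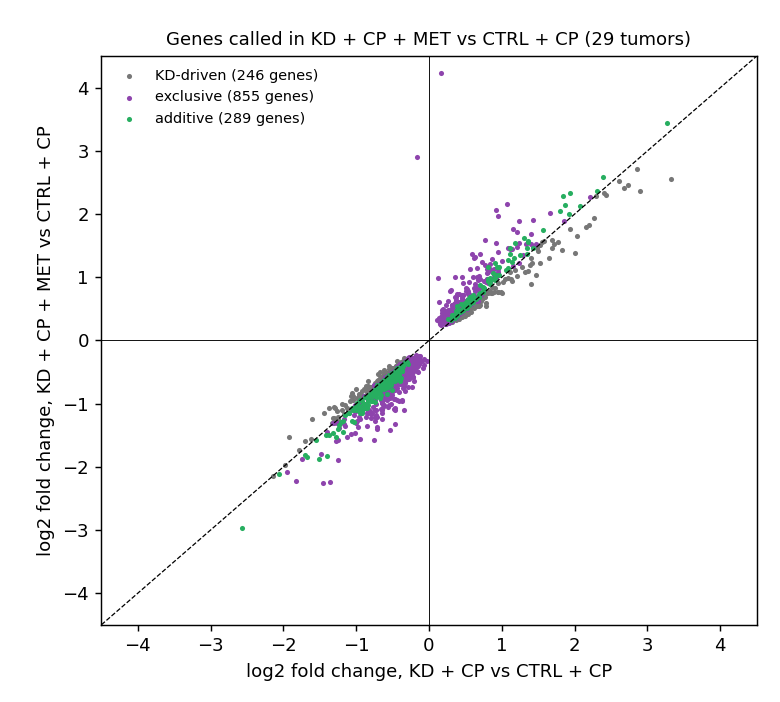
Log2 fold changes of the genes called in KD + CP + MET against CTRL + CP over the 29 mapped tumors, in KD + CP against CTRL + CP (x axis) and in KD + CP + MET against CTRL + CP (y axis), colored by class, with a dashed line of equal change. The 289 additive and 855 exclusive genes lie along that line, apart from RPS3AP5 at 4.24 and ENSG00000232346 at 2.90 on the y axis.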

The RNA-seq analysis identified 326 differentially expressed genes due to the combined effect of KD and MET (i.e., additive effect), and 651 genes exclusively regulated by their combination (i.e., exclusive effect). 

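HSPA6 (ENSG00000173110.7, chromosome 1 of GRCh38, 161524540 to 161526894) encodes a heat-inducible HSP70 chaperone. Its level varied widely between tumors of one group. Its mean in the tumors of Figure S6 was 64.6 ± 119 CPM (SD, n = 5) in CTRL + CP, with a median of 11.7, 12.0 ± 28.3 (SD, n = 6) in KD + CP, with a median of 0.53, and 1.12 ± 0.657 (SD, n = 6) in KD + CP + MET. Animals 315 and 307, with 275.5 and 31.3 CPM, held 95.0% of the summed CPM of the CTRL + CP tumors. Animal 328, with 69.8 CPM, was the only KD + CP tumor above 0.63 CPM. The KD + CP + MET tumors ranged from 1 to 34 counts, which is 0.047 to 2.01 CPM.
The log2 fold change in KD + CP + MET against CTRL + CP was −5.89 over the tumors of Figure S6 (standard error 1.84, adjusted p = 0.0613 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DESeq2 gave −5.84 with an adjusted p-value of 0.00255 after its own Benjamini-Hochberg adjustment, so HSPA6 was called exclusive by DESeq2 and not by edgeR. In KD + CP the log2 fold change was −2.39 (standard error 1.42, adjusted p = 0.386 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over the 29 mapped tumors, where animal 308 (0.238 CPM) enters CTRL + CP and animal 315 does not, the log2 fold changes were −3.10 (standard error 1.75, adjusted p = 0.267) and 0.37 (standard error 1.46, adjusted p = 0.913) by the same edgeR test. Without animal 315 the value in KD + CP + MET over the tumors of Figure S6 was −3.41. KD + CP + MET against KD + CP gave −3.50 over the tumors of Figure S6 (adjusted p = 0.872) and −3.48 over the mapped tumors (adjusted p = 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 1.16 in both sets without animal 328.

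**Figure D2:**
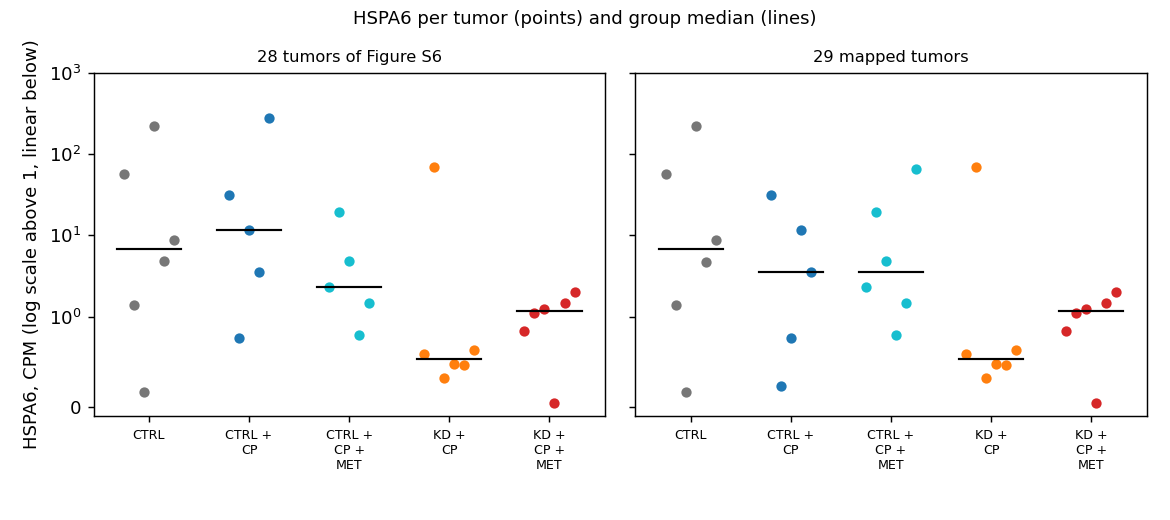
HSPA6 in CPM (y axis, logarithmic above 1 and linear below) for each tumor of the 5 groups (points) with the group median (line), for the 28 tumors of Figure S6 and the 29 mapped tumors. Single tumors of CTRL, CTRL + CP, CTRL + CP + MET and KD + CP lie far above their group's median, and no KD + CP + MET tumor exceeds 2.01 CPM.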

HSPA6 was the most downregulated gene exclusively by the combination of KD, CP, and MET compared to the CTRL + CP group (Figure 6).

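The 5 transcripts of this process that the paper names are CPT1A (ENSG00000110090.12, chromosome 11, 68754620 to 68844410), SLC25A17 (ENSG00000100372.14, chromosome 22, 40769630 to 40819399), and SCP2 (ENSG00000116171.17, 52927276 to 53051698), CPT2 (ENSG00000157184.6, 53196792 to 53214197) and ACADM (ENSG00000117054.13, 75724431 to 75787575), all 3 on the short arm of chromosome 1 of GRCh38. ACADM, over the tumors of Figure S6, was at 35.2 ± 2.72 CPM (SD, n = 5) in CTRL + CP, 44.3 ± 3.74 (SD, n = 6) in KD + CP and 48.0 ± 4.88 (SD, n = 6) in KD + CP + MET. CPT2 was at 12.9 ± 0.560, 17.7 ± 2.62 and 18.0 ± 3.47 CPM (SD) in the same groups, SCP2 at 22.9 ± 1.2, 28.0 ± 2.31 and 30.1 ± 3.60, and SLC25A17 at 39.7 ± 3.02, 48.6 ± 3.12 and 49.5 ± 3.95.
Against CTRL + CP, the log2 fold changes in KD + CP + MET over the tumors of Figure S6 were 0.45 for ACADM (standard error 0.08, adjusted p = 0.00543), 0.48 for CPT2 (0.13, adjusted p = 0.0268), 0.40 for SCP2 (0.09, adjusted p = 0.0143) and 0.32 for SLC25A17 (0.07, adjusted p = 0.0131) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In KD + CP they were 0.33 for ACADM (adjusted p = 0.0274), 0.46 for CPT2 (adjusted p = 0.0431), 0.29 for SCP2 (adjusted p = 0.0658) and 0.29 for SLC25A17 (adjusted p = 0.0256) by the same edgeR test. Over the 29 mapped tumors the values in KD + CP + MET were 0.38, 0.47, 0.32 and 0.26 in the same order, with adjusted p-values of 0.0150, 0.0320, 0.0415 and 0.0428 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and ACADM, CPT2, SCP2 and SLC25A17 were not called in KD + CP (adjusted p = 0.0895, 0.0558, 0.184 and 0.0832). With the expression of chromosome 1p as a covariate the values in KD + CP + MET were 0.18, 0.065, 0.15 and 0.15, none called by edgeR. The 1p expression itself differed between the diets, so this fit cannot tell a link with 1p from the overlap with diet. In animal 308, which enters CTRL + CP there, the transcripts stood at 42.9, 14.4, 27.7 and 44.4 CPM, the highest value of that group for each of them. In animal 326 of CTRL + CP + MET they stood at 35.6, 10.3, 24.1 and 34.3 CPM.
The difference that MET made on the KD, KD + CP + MET against KD + CP, was 0.12 for ACADM, 0.03 for CPT2, 0.10 for SCP2 and 0.03 for SLC25A17 over the tumors of Figure S6, with adjusted p-values between 0.886 and 0.984 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The mapped tumors gave the same values to 2 decimals, with an adjusted p-value of 1.00 for each.

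**Figure D3:**
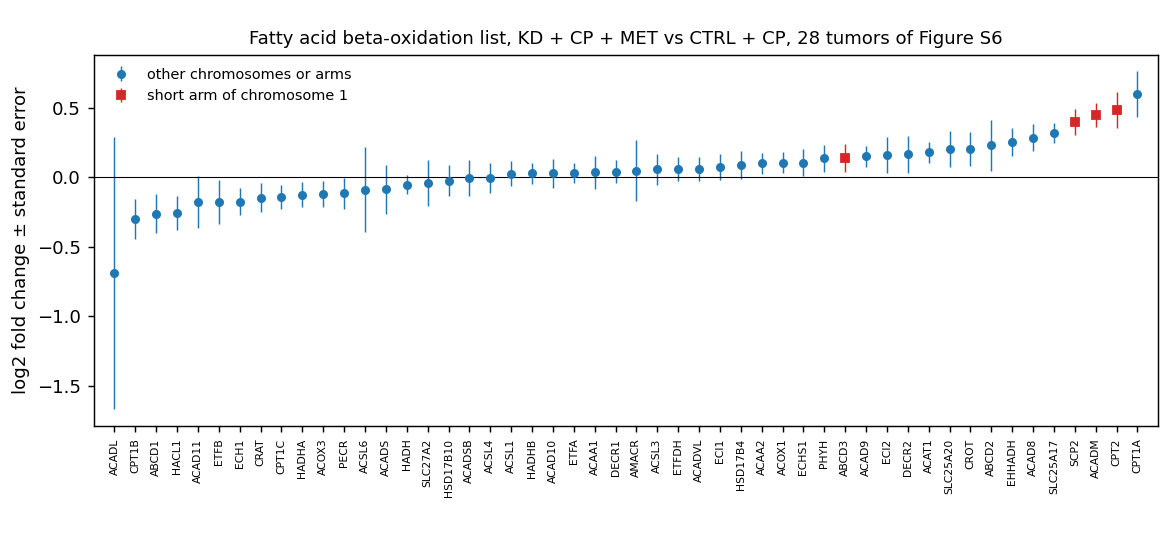
Log2 fold change with its standard error (y axis) of each of the 50 tested genes of a fatty acid β-oxidation list (x axis, sorted), KD + CP + MET against CTRL + CP over the tumors of Figure S6. The 4 genes on the short arm of chromosome 1 (squares) are all above 0, and 27 of the 46 others (circles) are.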

Notably, GO enrichment analysis revealed that fatty acid ß-oxidation, including solute carrier family 25 member 17 (SLC25A17), CPT1A, sterol carrier protein 2 (SCP2), acyl-CoA dehydrogenase medium chain (ACADM), and carnitine palmitoyltransferase 2 (CPT2) transcripts, was the most upregulated process by both KD groups (KD + CP + MET and KD + CP) compared to the CTRL + CP group, and MET augmented this effect (Figure 7, Tables S2 and S3).

Moreover, the genes DnaJ heat shock protein family (Hsp40) member B1 (DNAJB1), heat shock transcription factor 1 (HSF1), heat shock protein family A (Hsp70) member 1B (HSPA1B), and heat shock protein family A (Hsp70) member 1A (HSPA1A) involved in the “negative regulation of inclusion body assembly” were the genes most downregulated exclusively by the triple combination of KD, CP, and MET, but not by the combination of KD and CP, compared to CTRL + CP group (Table S5).

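HSPA1A (ENSG00000204389.9, 31815543 to 31817946) and HSPA1B (ENSG00000204388.6, 31827738 to 31830254) lie side by side on chromosome 6 and encode near-identical proteins, so the split of reads between them is uncertain. DNAJB1 (ENSG00000132002.7) lies on chromosome 19, from 14514769 to 14560391, and HSF1 (ENSG00000185122.10) on chromosome 8, from 144291591 to 144314720. HSPA1A, over the tumors of Figure S6, was at 145.1 ± 105.3 CPM (SD, n = 5) in CTRL + CP, 59.6 ± 42.7 (SD, n = 6) in KD + CP and 32.5 ± 6.01 (SD, n = 6) in KD + CP + MET. HSPA1B was at 173 ± 115, 90.2 ± 41.0 and 53.2 ± 12.8 CPM (SD), DNAJB1 at 184 ± 104, 116 ± 41.6 and 77.3 ± 16.4, and HSF1 at 142 ± 15.5, 124.5 ± 16.7 and 117 ± 8.22.
Against CTRL + CP the log2 fold changes in KD + CP + MET were −2.16 for HSPA1A (standard error 0.59, adjusted p = 0.0372), −1.7 for HSPA1B (0.47, adjusted p = 0.0387), −1.25 for DNAJB1 (0.35, adjusted p = 0.0386) and −0.28 for HSF1 (0.08, adjusted p = 0.0442) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. All 4 were lower in KD + CP as well, by log2 fold changes of −1.28, −0.94, −0.66 and −0.19, with adjusted p-values of 0.222, 0.275, 0.304 and 0.202 from the same edgeR test. KD + CP + MET against KD + CP gave −0.87, −0.76, −0.59 and −0.09, with adjusted p-values between 0.872 and 0.905 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, so no gene was called when MET on the KD was tested directly. Among the exclusive genes that were lower, ordered by log2 fold change in the tumors of Figure S6, HSPA1A was at place 3, HSPA1B at 6, DNAJB1 at 19 and HSF1 at 246.
Of the 4, only HSF1 was called over the 29 mapped tumors (−0.45, standard error 0.12, adjusted p = 0.0191). HSPA1A, HSPA1B and DNAJB1 had log2 fold changes of −1.6, −1.16 and −0.87 with adjusted p-values of 0.126, 0.197 and 0.229 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. There animal 308 of CTRL + CP had 31.4 CPM of HSPA1A, 21.4 of HSPA1B, 43.7 of DNAJB1 and 223 of HSF1, and animal 326 of CTRL + CP + MET had 322.5, 320.3, 411 and 173. Under limma-voom, HSPA1B and DNAJB1 in KD + CP turned to 0.07 and 0.01, from −0.40 and −0.28.
Over a heat shock list of 28 tested genes fixed before the counts were seen, 6 were higher and the median log2 fold change in KD + CP + MET was −0.09 in the tumors of Figure S6 (camera with a preset correlation of 0.01, two-sided p = 0.0282), which did not hold under fry (p = 0.23). The mean was −0.52. The mapped tumors gave a median of 0.03 (the same camera test with a preset correlation, p = 0.962), the mean −0.21, and 15 genes were higher. Of the list, 4 genes were called in the tumors of Figure S6 and 6 when adjusted over the list alone, against 2 and 2 in the mapped tumors. The list includes HSPA6, HSPA1A, HSPA1B, DNAJB1 and HSF1, which the paper names from these tumors, so it is not independent of them, and the 4 genes called in the tumors of Figure S6 are among these.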

### 3.5. Triple Therapy with KD, CP, and MET Augmented the Expression of CPT1A

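By log2 fold change in KD + CP + MET against CTRL + CP, HSPA6 was the lowest of the 16374 genes tested in the tumors of Figure S6 and at place 4 from the lowest of 16401 in the 29 mapped tumors, called by edgeR in neither. DESeq2 placed it first among the exclusive genes that were lower in the tumors of Figure S6. The other groups also varied. In CTRL its mean was 49.2 ± 88.0 CPM (SD, n = 6), with 223.5 CPM in animal 304, and in CTRL + CP + MET 5.75 ± 7.75 CPM (SD, n = 5) in the tumors of Figure S6 and 15.7 ± 25.5 CPM (SD, n = 6) with animal 326, which had 65.8 CPM.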

HSPA6 was the most downregulated gene by the triple therapy. Although the role of HSPA6 in cancer progression needs to be clarified [41], its expression has been shown to correlate with malignant progression in gliomas [42]. Therefore, we evaluated if the triple treatment also induced the downregulation of HSPA6 at the protein level. Surprisingly, Western blot analysis revealed that HSPA6 expression was in fact increased in all of the therapy groups (Figure 8A,C). As it was shown in the GO enrichment analysis, fatty acid β-oxidation was the most upregulated pathway by both KD groups (KD + CP + MET and KD + CP) compared to the CTRL + CP group, and MET increased this effect (Figure 7 and Table S2). Thus, we evaluated if the protein expression of CPT1A, a crucial enzyme involved in fatty acid β-oxidation, paralleled its upregulation at the protein level. Indeed, CPT1A protein expression was augmented by both therapies, KD + CP and KD + CP + MET, although the latter did not further enhance its expression, which was evident at the transcript level. 

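No GO annotation was used here. In its place, a list of 52 genes of mitochondrial and peroxisomal fatty acid oxidation was fixed before the counts were seen, and 50 of them were tested. It includes the 5 genes that the paper names from these tumors, so it is not independent of them. Over the tumors of Figure S6, 31 of 50 genes were higher in KD + CP + MET than in CTRL + CP, with a median log2 fold change of 0.04 (camera with a preset correlation of 0.01, two-sided p = 0.0407), which held under fry (p = 0.0383), and 26 were higher in KD + CP, with a median of 0.02 (camera, p = 0.19). The 29 mapped tumors gave medians of 0.02 (camera with the preset correlation, p = 0.343, and fry, p = 0.113) and 0.01 (camera, p = 0.716), and in KD + CP the mean was −0.0069. The genes called in KD + CP + MET were 5 in each set, and 5 when adjusted over the list alone. In KD + CP there were 4 in the tumors of Figure S6 (5 adjusted over the list alone) and 1 in the mapped tumors (3 adjusted over the list alone).
KD + CP + MET against KD + CP gave a median of 0.03 in both sets, with 33 of 50 genes higher (camera with the preset correlation, p = 0.165 in the tumors of Figure S6 and p = 0.189 in the mapped tumors), and 0 genes called by edgeR. Without the 4 genes on the short arm of chromosome 1 (ABCD3, ACADM, CPT2 and SCP2), the median in KD + CP + MET was 0.03 in the tumors of Figure S6 (camera with the preset correlation, p = 0.248) and 0.0099 in the mapped tumors (camera, p = 0.838), and that in KD + CP was −0.0049 and −0.0065. From the GO enrichment of the additive genes, the paper concludes that fatty acid β-oxidation was raised most by both KD groups and that MET added to this, and it then measured CPT1A protein.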

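The CPT1A transcript, over the tumors of Figure S6, was at 96.6 ± 22.8 CPM (SD, n = 5) in CTRL + CP, 146 ± 28.1 (SD, n = 6) in KD + CP and 146 ± 13.4 (SD, n = 6) in KD + CP + MET. CTRL was at 70.3 ± 9.03 (SD, n = 6) and CTRL + CP + MET at 76.3 ± 22.8 (SD, n = 5). The log2 fold change against CTRL + CP was 0.60 in both KD groups (standard error 0.16, adjusted p = 0.0325 in KD + CP + MET and 0.0412 in KD + CP from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). KD + CP + MET against KD + CP gave 0.0020 (standard error 0.15, adjusted p = 0.999 from the same edgeR test), so a further rise with MET was not detectable in the transcript. Over the 29 mapped tumors the log2 fold changes were 0.69 in both KD groups (standard error 0.16, adjusted p = 0.0132 and 0.0208) and 0.0021 between them (adjusted p = 1.00) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. There animal 308 of CTRL + CP was at 74.5 CPM and animal 326 of CTRL + CP + MET at 74.4. With each tumor of the compared groups left out in turn, the change in KD + CP + MET stayed between 0.50 and 0.72 in the tumors of Figure S6 and between 0.60 and 0.85 in the mapped tumors. It was no longer called without animal 307, 312, 337, 338, 344 or 345 in the first set (lowest value 0.50, without animal 307) or without animal 308 in the second. With the expression of chromosome 1p as a covariate it was 0.26 in both KD groups over the mapped tumors, and not called (adjusted p = 0.784 in KD + CP + MET and 0.889 in KD + CP from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Since the 1p expression differed between the diets, that loss cannot be assigned to 1p rather than to the overlap with diet. Under DESeq2 fitted to the 2 groups alone the difference between the KD groups turned to −0.0022, and with the 1p covariate to −0.00065.

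**Figure D4:**
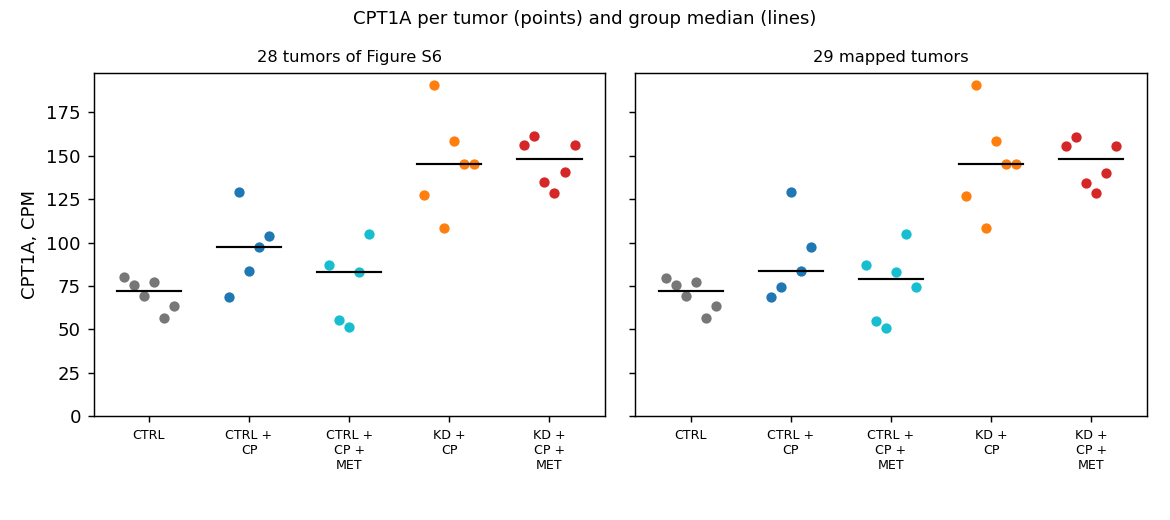
CPT1A in CPM (y axis) for each tumor of the 5 groups (points) with the group median (line), for the 28 tumors of Figure S6 and the 29 mapped tumors. The KD + CP tumors span 108 to 191 CPM and the KD + CP + MET tumors 129 to 161 CPM in the tumors of Figure S6, where the highest CTRL + CP tumor is at 129 CPM.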

The protein levels of CPT1A were normalized to the VDAC, a marker of mitochondrial content (Figure 8B,C). The unaltered VDAC expression confirmed that mitochondrial content was not affected by the different therapy regimens.

CPT1A is a rate-limiting enzyme for the β-oxidation of long-chain fatty acids in mitochondria. Therefore, a higher expression of CPT1A could indicate a greater uptake of long-chain fatty acids into mitochondria. The post-translational regulation of CPT1A induced by malonyl-CoA, the product of a reaction requiring the enzyme acetyl-CoA carboxylase (ACC), is a well-acknowledged mechanism that modulates this activity [43]. Therefore, we determined whether the higher CPT1A activity induced by the inhibition of ACC might affect mitochondrial energy metabolism and cellular respiration in NB cells. The SKNBE(2) and KELLY cells were treated with the ACC inhibitor PF 05175157 for 72 h, and the oxygen consumption rate (OCR) was measured using the Seahorse XF Cell Mito Stress Test.

PF 05175157 reduced basal respiration in both cell lines, whereas maximal respiration was only lower in the KELLY cells (Figure S7). The 33 µM PF 05175157 decreased cell proliferation of the SKNBE(2) cells, with no effect observed in the KELLY cells (Figure S8). Taken collectively, while the inhibition of ACC alone is not sufficient to disrupt NB cell growth, we cannot preclude the impact of upregulating CPT1A in vivo.

### 3.6. Effect of KD, CP, and MET on the Microbiota of MYCN-Amplified NB Xenografts

The role of the gut microbiota in cancer development is well-established [44,45]. MET has been associated with the maintenance of a healthy gut microbiome [46], whereas the role of KD on the microbiota is not fully elucidated [47]. To reveal if different therapy regimens could alter the gut microbiota composition, the total eubacterial loads and the abundance of the main commensal gut bacterial phyla such as Enterobacteriaceae, *Enterococcus* genus, *Lactobacillus* group, *Bifidobacterium* genus, *Bacteroides*/*Prevotella* spp., *Clostridium coccoides* group, *Clostridium* cluster IV, and *Mouse Intestinal Bacteroides* were quantitatively surveyed using qRT-PCR. Bacteria from the *Lactobacillus* group were reduced in all of the KD groups in both xenografts. Conversely, the total eubacterial loads, as well as the gene numbers of the *Clostridium coccoides* group and *Clostridium* cluster IV *Enterococcus* genus, were differentially affected by the therapy regimens in the SKNBE(2) and KELLY xenografts-bearing mice (Figure 9). The bacterial groups that were not affected by their respective regimens are reported in Figure S9. Hence, these differences between the two NB models suggest that not only is the gut microbiota altered by the therapy regimen, but also by the intrinsic properties of the tumor.

## 4. Discussion

MYCN-induced metabolic reprogramming is a hallmark of NB [9], and has been shown to promote NB growth and proliferation by rewiring glutamine [48,49], glucose [50,51,52], and oxidative metabolism [8]. However, all efforts to date that aimed at either directly or indirectly targeting MYCN have not translated into clinical use [5].

In the present study, we demonstrated that MET inhibited oxidative metabolism of MYCN-amplified NB cells by blunting cellular respiration. Despite the striking effects on respiration, this was not paralleled by similar reductions in cell proliferation, pointing to the metabolic flexibility of MYCN-amplified NB cells to sustain growth when challenged by metabolic impairments. This phenomenon is in agreement with other studies showing that the metabolic environment may determine sensitivity of cancer cells to MET [53,54,55,56]. In support of this notion, we observed either a partial disruption to tumor growth, or no response at all, in MYCN-amplified NB xenografts treated with MET alone (Figure S2) or in combination with CP (Figure 4). In contrast to our findings, Kumar at al. showed that MET alone was capable of inhibiting the growth of MYCN-amplified and non-amplified NB tumors, including SKNBE(2) xenografts [26]. However, when we combined MET with a KD and low-dose CP, there was an appreciable disruption of tumor growth associated with improved survival in mice bearing SKNBE(2) and KELLY xenografts. Although the in vitro data demonstrated a higher sensitivity of KELLY cells to MET, metabolic therapy in vivo induced a stronger survival advantage in the SKNBE(2) compared to KELLY xenografts-bearing mice. Interestingly, the growth of KELLY tumors appeared to be faster compared to the SKNBE(2) tumors, suggesting higher anabolic demands to sustain tumor growth. Despite the aggressiveness of this model, both KD + CP and KD + CP + MET were able to counteract the rapid tumor growth of the KELLY xenografts, extending mouse survival significantly.

It is noteworthy that in the present study as well as in previous studies [26,57], the concentration of MET required to reduce cell respiration in vitro (millimolar) is a magnitude of order higher than the plasma levels of MET detected in vivo (micromolar) [58]. Although MET can accumulate in tumor and normal lung tissue, the concentrations are still 100- to 1000-fold lower than effective doses in the in vitro studies [59]. Moreover, MET accumulation has been shown to be associated with organic cation transporter 2 (OCT2) protein expression, and may predict anti-cancer effects in vivo [60]. As previously mentioned, the heterogeneous tumor microenvironment appears to dictate the sensitivity to MET. In that regard, the nutrient composition (e.g., glucose concentration of 7.8 mM) and growth factor abundance of standard cell culture media evidently fails to faithfully recapitulate the nutritional conditions of poorly vascularized tumors [61]. Indeed, in tumor interstitial fluid, the glucose levels of mice treated with a KD were reported to range between 1.3 and 4.5 mM [17]. Chandel et al. suggested that the use of millimolar concentrations of MET in vitro cannot be used to predict its biological activity in vivo or in the clinic [58]. This has been confirmed by Wheaton and colleagues, who showed that plasma concentrations of MET eliciting an anti-tumor effect through inhibition of OXPHOS are in the micromolar range in a murine model [22]. Altogether, these data support the fact that the reduction in tumor growth observed in our xenograft models is attributable to the addition of MET to the KD and CP, and conceivably a result of MET-induced inhibition of complex I.

Inflammation is known to drive crucial processes related to tumor progression [62]. Despite this, our triple therapy approach did not alter the levels of systemic pro-inflammatory factors, suggesting that changes in the inflammatory status are unlikely to explain the anti-tumor effect observed in our NB xenograft models. It should be pointed out, however, that CD-1 immuno-deficient mice do not possess T-lymphocytes. Hence, the inflammatory response measured in the present murine xenograft models may not accurately reflect that of an immunocompetent individual. Screening of metabolic peptides revealed that the triple therapy increased the level of FGF-21. The hepatokine FGF-21 has been shown to be therapeutically beneficial for the treatment of metabolic diseases via reducing fat mass, hyperglycemia, insulin resistance, dyslipidemia, and non-alcoholic steatohepatitis in rodents and non-human primates [63]. Furthermore, FGF-21 regulates fatty acid metabolism by promoting lipolysis, fatty acid oxidation, and thermogenic energy dissipation [64,65,66], and is crucial for the full adaptation to a KD [67]. It is noteworthy that one study demonstrated that the anti-tumor effect of a KD was FGF-21-independent in a model of Lewis lung carcinoma [68].

Thus, to reveal how different therapy regimens and metabolic alterations may alter tumor metabolism and pinpoint potential mechanisms underpinning the anti-cancer effect(s) of the triple combination of KD, CP, and MET, we performed RNA-seq analysis on the more therapeutically-responsive SKNBE(2) xenografts. The RNA-seq analysis demonstrated that *HSPA6* was the most downregulated gene by the triple therapy, although this did not correspond to a reduction at the protein level, which actually increased. Although the role of HSPA6 in cancer progression needs to be clarified [41], its expression was previously correlated with malignant progression in glioma [42]. GO enrichment analysis indicated that fatty acid β-oxidation was the most upregulated process by both KD groups (KD + CP + MET and KD + CP) compared to the CTRL + CP group, and MET augmented this effect. This finding was supported by a higher expression of CPT1A at the protein level.

The role of β-oxidation in cancer development remains controversial, yet several studies have demonstrated a pro-tumor effect via inhibition of the apoptotic cascade, sustaining OXPHOS, and preserving mitochondrial function [69,70,71,72,73,74]. Indeed, Tao et al. recently showed that higher fatty acid uptake can sustain the growth of MYCN-amplified NB [75]. In our hands, we observed a survival advantage in xenografts treated with a KD, although the most prominent effect was induced by the triple combination of KD, CP, and MET. GO enrichment analysis revealed a higher expression of genes related to β-oxidation in tumors treated with KD. This may indicate that the KD-induced glucose limitation promotes a greater dependency on β-oxidation. In that regard, there may be an elevated demand to recycle cofactors derived from β-oxidation, i.e., NADH and FADH2, which are unlikely to be efficiently re-oxidized by complex I due to exposure to MET. Thus, NB cells treated with the triple therapy may not be capable of maintaining a balanced redox state to thereby sustain the high-energy demands of cancer cells. Liu et al. demonstrated that fatty acid oxidation (FAO) could fuel the tricarboxylic acid cycle (TCA cycle) in the condition of glucose deprivation. Interestingly, cancer cells were sensitive to MET when FAO was augmented, likely due to a slower capacity of FAO to fuel the TCA cycle compared to glucose or glutamine [76]. The metabolic intermediates of the TCA cycle are required for the production of building blocks for nucleotide, lipid, and amino acid synthesis to sustain the greater anabolic and energetic demands of cancer cells [6,77]. Thus, a hindered TCA cycle may cause a survival disadvantage in cancer cells. Moreover, Yang et al. demonstrated that the combination of a KD and cytotoxic chemotherapy significantly increased NADH, suppressed tumor glucose levels, and TCA intermediates, ultimately leading to a substantially improved survival in a pancreatic cancer model [18]. Together, these data support the hypothesis that the triple therapy might hamper the capacity of MYCN-amplified NB to efficiently utilize β-oxidation due to the inhibition of complex I, compromising the ability of mitochondria to sustain the elevated energy and anabolic demands of MYCN-amplified NB.

This unique metabolic state induced by the combination of KD, CP, and MET might explain the augmented anti-tumorigenic effect observed in MYCN-amplified NB xenografts. Although MET alone may elicit anti-cancer activity in some contexts, it appears to have the greatest anti-tumor potential as an adjuvant therapy. The present study examined MYCN-amplified NB xenografts established in CD-1 nude mice that are unable to produce T-cells, creating immune responses that may not accurately reflect an immunocompetent individual. However, KDs have been demonstrated to inhibit tumor growth by enhancing the immune response in different immunocompetent models [78,79], suggesting that an improved immune response may augment the anti-tumor effect of the metabolic therapies applied in our model. In that regard, KDs have already shown promising results as adjuvant therapy to immunotherapies [80,81]. Our study adds to the increasing evidence that the multi-modal metabolic targeting of cancer is a promising adjuvant therapy to tackle MYCN-amplified NB.

## Figures and Tables

**Figure 1:**
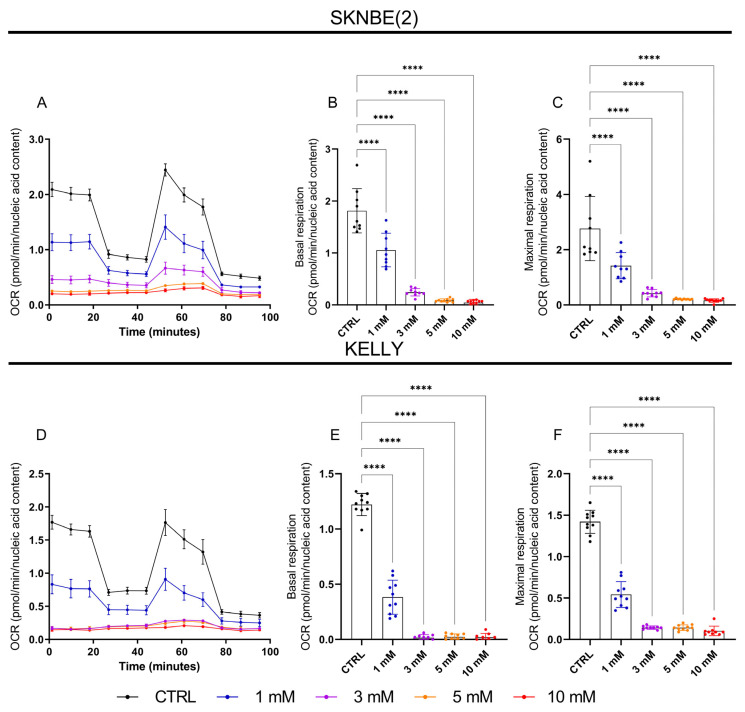
Effect of MET on oxygen consumption rate (OCR) was measured in SKNBE(2) (**A**–**C**) and KELLY cells (**D**–**F**). Cells were treated for 24 h with MET (1 mM to 10 mM) or vehicle (CTRL). The scatter plot of mitochondrial respiration indicates basal (**B**,**E**) and maximal respiration (**C**,**F**). Values represent mean ± SD of two independent experiments normalized to the DNA content per cell (CyQUANT). One-way ANOVA followed by Dunnett’s multiple comparison test; *p*-value **** *p* < 0.0001. Graphs (**A**,**D**) are representative for one of two independent experiments.

**Figure 2:**
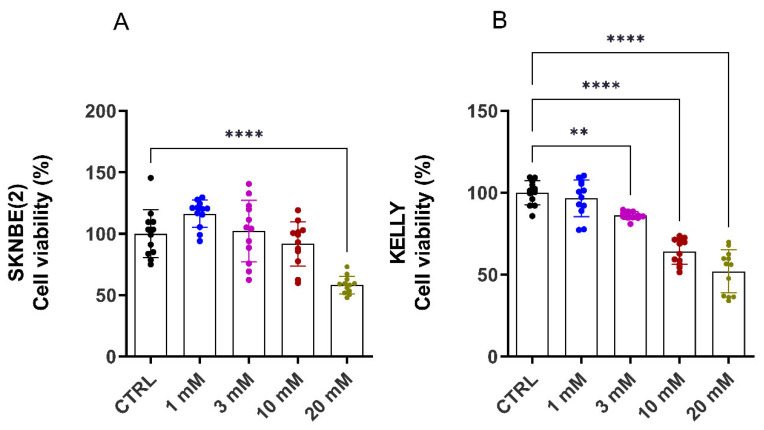
Effect of MET treatment (1–20 mM) for 72 h on cell proliferation of MYCN-amplified NB cell lines. Cell proliferation of SKNBE(2) (**A**) and KELLY (**B**) cells is indicated as percentage of CTRL as mean ± SD; statistical significance was determined by a one-way ANOVA with Dunnett’s multiple comparison test; *p*-value ** *p* < 0.01, **** *p* < 0.001 (*n* = 12 from 3 independent experiments).

**Figure 3:**
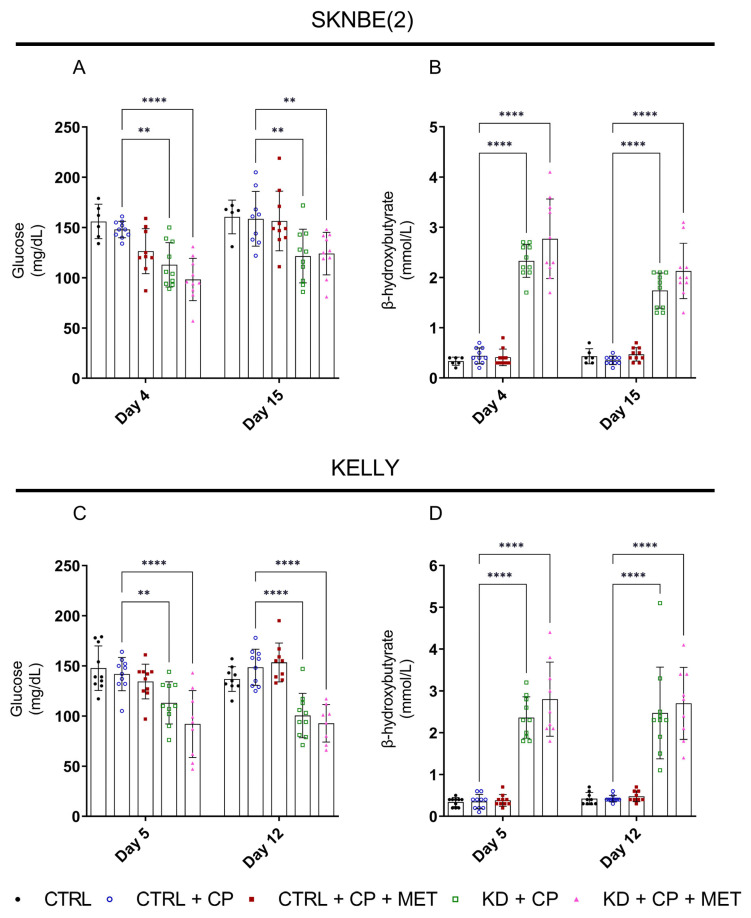
Effects of a KD (ketogenic ratio 8:1), MET (100 mg/kg administered by oral gavage), and low-dose CP (13 mg/kg/day in SKNBE(2) and 20 mg/kg/day in KELLY administered via drinking water) on blood glucose (**A**,**C**) and β-hydroybutyrate levels (**B**,**D**) in SKNBE(2) and KELLY xenograft-bearing mice. Statistical significance was evaluated using two-way ANOVA mixed effect analysis (Dunnett). Data are represented as mean ± SD. *p*-value ** *p* < 0.01, **** *p* < 0.0001 compared to CTRL + CP (*n* = 6–10).

**Figure 4:**
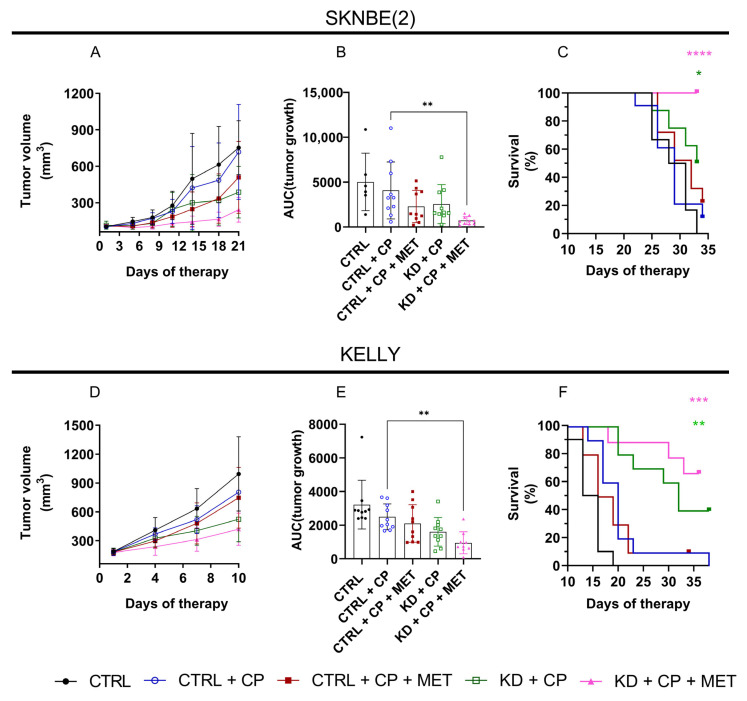
Effects of a KD (ketogenic ratio 8:1), MET (100 mg/kg administered by oral gavage), and low-dose CP (13 mg/kg/day in SKNBE(2) and 20 mg/kg/day in KELLY-bearing mice via drinking water) on the growth of SKNBE(2) and KELLY xenografts. Mean tumor volume ± SD is shown for each group until the first CTRL mouse tumor reached termination size (**A**,**D**); for statistical analysis of tumor growth data shown in (**A**,**D**), the area under the growth curve (AUC) was calculated for every mouse (**B**,**E**). AUCs are shown as mean ± SD. Statistical significance was determined by one-way ANOVA with Dunnett’s multiple comparisons. Survival analysis in SKNBE(2) (**C**) and KELLY (**F**) bearing mice was determined with log rank (Mantel–Cox) compared to CTRL + CP; *p*-value * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001; **** *p* < 0.0001 (*n* = 6–10).

**Figure 5:**
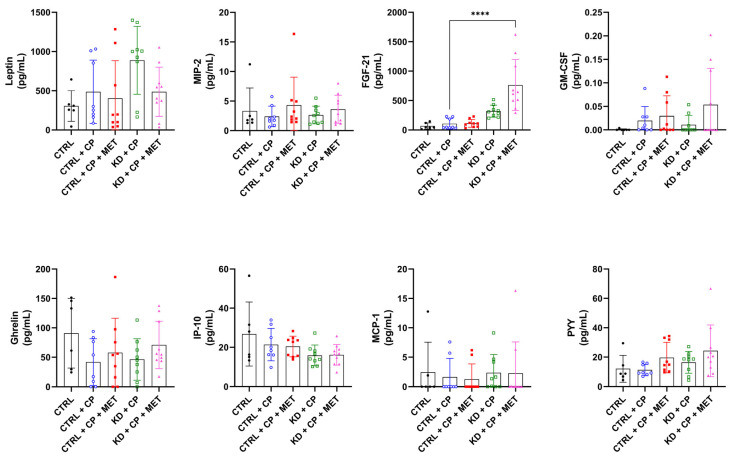
Effect of a KD, MET, and CP on the concentration of metabolic peptides (leptin, MIP-2, FGF-21, GM-CSF, ghrelin, IP-10, MCP-1, and PYY) in plasma of SKNBE(2) xenograft-bearing mice. Statistical significance between CTRL + CP and the other therapy groups was determined by one-way ANOVA with Dunnett´s multiple comparison test. Data are represented as mean ± SD; *p*-value **** *p* < 0.0001; (*n* = 8–10).

**Figure 6:**
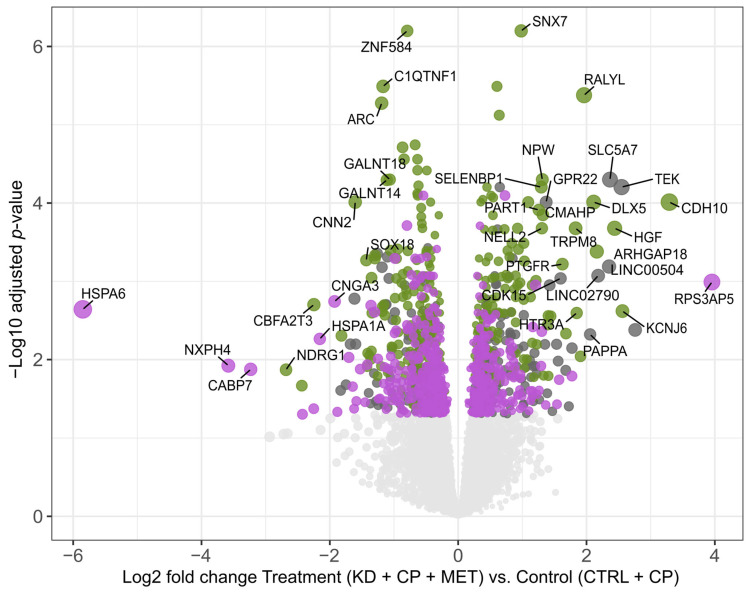
Volcano plot of differential gene expressions comparing triple treatment (KD + MET + CP) and control (CTRL + CP) conditions. Genes with significantly differential expression (adjusted *p*-value < 0.05) are classified into three categories: (1) KD-driven (dark grey dots); (2) additive effect (green dots)—significantly regulated in both combined treatment KD + MET + CP vs. CTRL + CP and KD + CP vs. CTRL + CP comparisons, with larger absolute fold changes in the presence of MET; (3) exclusive (purple dots)—differentially regulated only in the combined treatment KD + MET + CP vs. control comparison but not in KD + CP vs. CTRL + CP.

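The volcano plot labels 37 genes. In the tumors of Figure S6, edgeR called 33 of them in KD + CP + MET against CTRL + CP, of which 23 were additive, 3 exclusive and 7 KD-driven, and DESeq2 called all 37 (24, 6 and 7). In the 29 mapped tumors edgeR called 31 (20, 4 and 7) and DESeq2 34. The log2 fold change was above 0 for 23 of the 37 in each of these fits. KD-driven genes, taken here as those called in both KD groups with the larger change in KD + CP, numbered 170 in the tumors of Figure S6 and 246 in the mapped tumors. These genes were labelled by the authors from the same tumors, so their number of calls is not independent evidence.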

**Figure 7:**
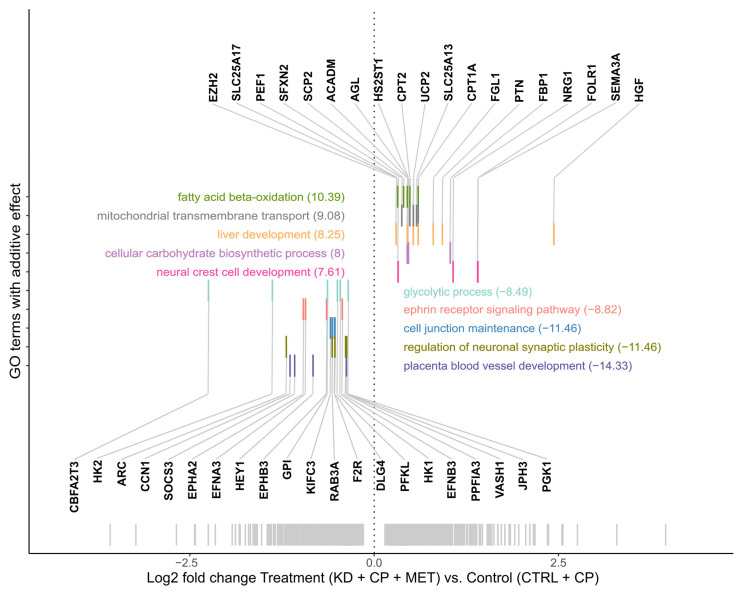
Gene ontology (GO) enrichment analysis for genes with additive effects (green dots in volcano plot) (*n* = 326, adjusted *p*-value < 0.05). Enriched genes and the corresponding ten most enriched GO biological processes are highlighted in the same color. Fold changes of GO enrichment analysis are shown next to the respective pathways. Genes found in several pathways are shown in one bar with different corresponding color codes. The remaining significantly differentially expressed genes are highlighted as grey barcodes on the bottom (Log2 FC triple treatment KD + MET + CP vs. CTRL + CP).

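The network of this figure labels 40 genes. In the tumors of Figure S6, DESeq2 classed 39 of them as additive and 1 as exclusive, and edgeR called 38, with 19 in each class. In the 29 mapped tumors edgeR called 30, with 15 in each class, and DESeq2 34. All 40 had a count high enough to be tested, and 19 were higher in KD + CP + MET than in CTRL + CP. Additive genes were required to change in the same direction in both comparisons. No GO enrichment was repeated, since no GO annotation was used here.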

**Figure 8:**
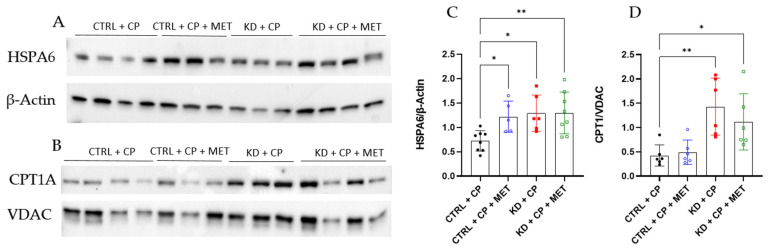
Western blot analysis of HSPA6 (**A**,**C**) and CPT1A (**B**,**D**) of SKNBE(2) xenografts. The relative expressionx of HSPA6 and CPT1A were normalized to β-actin and VDAC, respectively. Statistical significance was evaluated using one-way ANOVA followed by Dunnett’s multiple comparison test; *p*-value * *p* < 0.05, ** *p* < 0.01 (*n* = 5–8).

**Figure 9:**
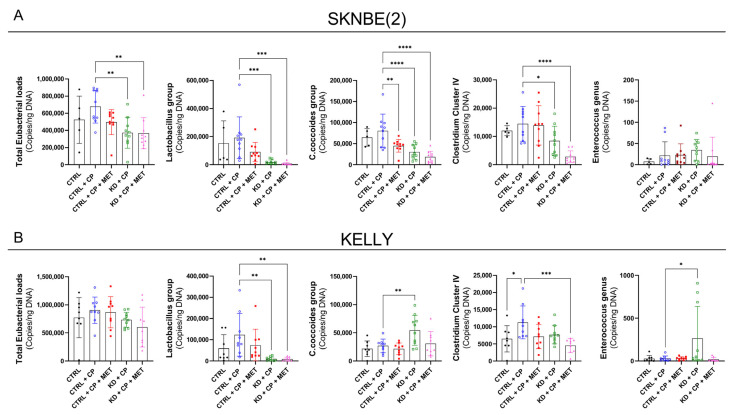
Effect of KD, CP and MET on gut microbiota of SKNBE(2) (**A**) and KELLY (**B**) xenograft-bearing mice. Statistical significance between (copies/ng DNA) of CTRL + CP and the other treatment groups was evaluated using one-way ANOVA with Dunnett´s multiple comparison test. Data are represented as mean ± SD; *p*-value * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001 (*n* = 5–10).

**Table 1:** Murine pro-inflammatory factors and metabolic peptides measured via MSD.

V-Plex (A)	U-Plex (B)
Interferon-γ (IFN-γ)	Leptin
Interleukin-1β (IL-1β)	Macrophage inflammatory protein-2 (MIP-2)
Interleukin-2 (IL-2)	Fibroblast growth factor-21 (FGF-21)
Interleukin-4 (IL-4)	Granulocyte-macrophage colony-stimulating factor (GM-CSF)
Interleukin-5 (IL-5)	Ghrelin
Interleukin-6 (IL-6)	Human interferon-inducible protein-10 (IP-10)
Interleukin-10 (IL-10)	Monocyte chemoattractant protein-1 (MCP-1)
Interleukin-12p70 (IL12p70)	Pancreatic peptide YY (PYY)
Keratinocyte chemoattractant (KC)/human growth-regulated oncogene (GRO) chemokine (KC/GRO)	
Tumor necrosis factor-α (TNF-α)	

## Data Availability

Raw RNAseq data and processed files were submitted to GEO NCBI (GSE236677).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/metabo13080910/s1, Figure S1: Effect of CP (10–40 mg/kg) on growth of KELLY xenografts; Figure S2: Effect of MET (50, 100, 250 mg/kg) on growth of SKNBE(2) and KELLY xenografts; Figure S3: Effect of a KD (ketogenic ratio 8:1), MET (100 mg/kg administered by oral gavage) and low-dose CP (13 mg/kg/day in SKNBE(2) and 20 mg/kg/day in KELLY-bearing mice via drinking water) on the growth of SKNBE(2) and KELLY xenografts; Figure S4: Effect of a KD (ketogenic ratio 8:1), MET (100 mg/kg administered by oral gavage) and low-dose CP (13 mg/kg/day in SKNBE(2) and 20 mg/kg/day in KELLY-bearing mice via drinking water) on the body weight of single CD-1 nude mice bearing SKNBE(2) (A–E) and KELLY (G–K) NB xenografts; Figure S5: Effect of KD, MET and CP on the concentration of inflammatory markers in plasma of SKNBE(2) xenograft bearing mice at the day of termination; Figure S6: Principle component analysis (PCA) based on the whole transcriptome data, showing sample clustering for the different experimental groups; Figure S7: Oxygen consumption rate (OCR) measured in SKNBE(2) (A–C) and KELLY (D–G) cells; Figure S8: Effect on cell proliferation of MYCN-amplified NB cell lines treated with the ACC inhibitor PF 05175157; Figure S9: Effect of KD, MET and CP on the gut microbiome of SKNBE(2) (A) and KELLY (B) xenograft bearing mice at the day of termination. Table S1: Composition of the CTRL and Ketogenic diet; Table S2: Genes with significant differential expression (adjusted *p*-value < 0.05) upregulated in both combined treatment (KD + MET + CP) vs. control and (KD + CP) vs. control comparisons, with larger absolute fold changes in the presence of MET (additive effect); Table S3: Genes with significant differential expression (adjusted *p*-value < 0.05) downregulated in both combined treatment (KD + MET + CP) vs. control and (KD + CP) vs. control comparisons, with larger absolute fold changes in the presence of MET (additive effect); Table S4: Genes with significant differential expression (adjusted *p*-value < 0.05) differentially upregulated only in the combined treatment (KD + MET + CP) vs. control comparison but not in (KD + CP) vs. control; Table S5: Genes with significant differential expression (adjusted *p*-value < 0.05) differentially downregulated only in the combined treatment (KD + MET + CP) vs. control comparison but not in (KD + CP) vs. control.

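Tables S2 to S5 list enriched GO terms with their genes. For each term they give the number of class genes with the term, the size of the class with any annotation, the size of the term and a background of 18800 genes, from which the unadjusted p follows by the hypergeometric distribution. The p recomputed here from those 4 numbers equals the one in the tables for every term, with a ratio of 1. In Table S2, fatty acid β-oxidation has 5 of 119 genes against 76 of 18800, the highest fold of its 36 terms (10.4, p = 0.000121 from the hypergeometric distribution, which is a one-sided Fisher's exact test), and liver development has the smallest p (2.3e-05). The paper's reported adjusted p is 0.0590 for fatty acid β-oxidation and 0.0260 for liver development. It is under 0.05 for 2 of 36 terms in Table S2, 17 of 59 in Table S3, 0 of 54 in Table S4 and 49 of 120 in Table S5. For enrichment the paper's methods name p under 0.05 and a q-value under 0.05 as thresholds. The q-values were not counted here, so these numbers do not show which terms passed that threshold. In Table S5, negative regulation of inclusion body assembly has 4 of 332 genes against 11 of 18800, the highest fold of its 120 terms (20.6). Its adjusted p in the paper is 0.00972.
The 52 genes of Table S2 were all higher in KD + CP + MET in the tumors of Figure S6, where DESeq2 classed 51 as additive and edgeR 28, and 24 were additive by edgeR in the 29 mapped tumors. Of the 82 genes of Table S3 found by symbol, DESeq2 classed 80 and edgeR 43 as additive in the tumors of Figure S6, and edgeR 38 in the mapped tumors. For Table S4 DESeq2 classed 107 of 122 as exclusive and edgeR 62 in either set, and for Table S5 DESeq2 classed 177 of 201 and edgeR 100 and 107. The short arm of chromosome 1 holds 40.4% of the genes of Table S2 and 32.0% of those of Table S4, both lists of higher genes, and 2.44% and 2.49% of those of Tables S3 and S5, against 5.37% of all genes tested. The tables were made from these tumors, so these overlaps are not independent evidence.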

# Supplementary material for: Triple Therapy with Metformin, Ketogenic Diet, and Metronomic Cyclophosphamide Reduced Tumor Growth in MYCN-Amplified Neuroblastoma Xenografts
**Source:** Metabolites. 2023 Aug 3;13(8):910. doi: 10.3390/metabo13080910

## **Supplementary Figures**

# **Triple Therapy with Metformin, Ketogenic Diet and Metronomic Cyclophosphamide Reduced Tumor Growth in MYCN-Amplified Neuroblastoma Xenografts**

Luca Catalano, Sepideh Aminzadeh-Gohari, Daniela D. Weber, Rodolphe Poupardin, Victoria E. Stefan, William J. Smiles, Julia Tevini, René G. Feichtinger, Sophia Derdak, Martin Bilban, Stefan Bareswill, Markus M. Heimesaat, Barbara Kofler

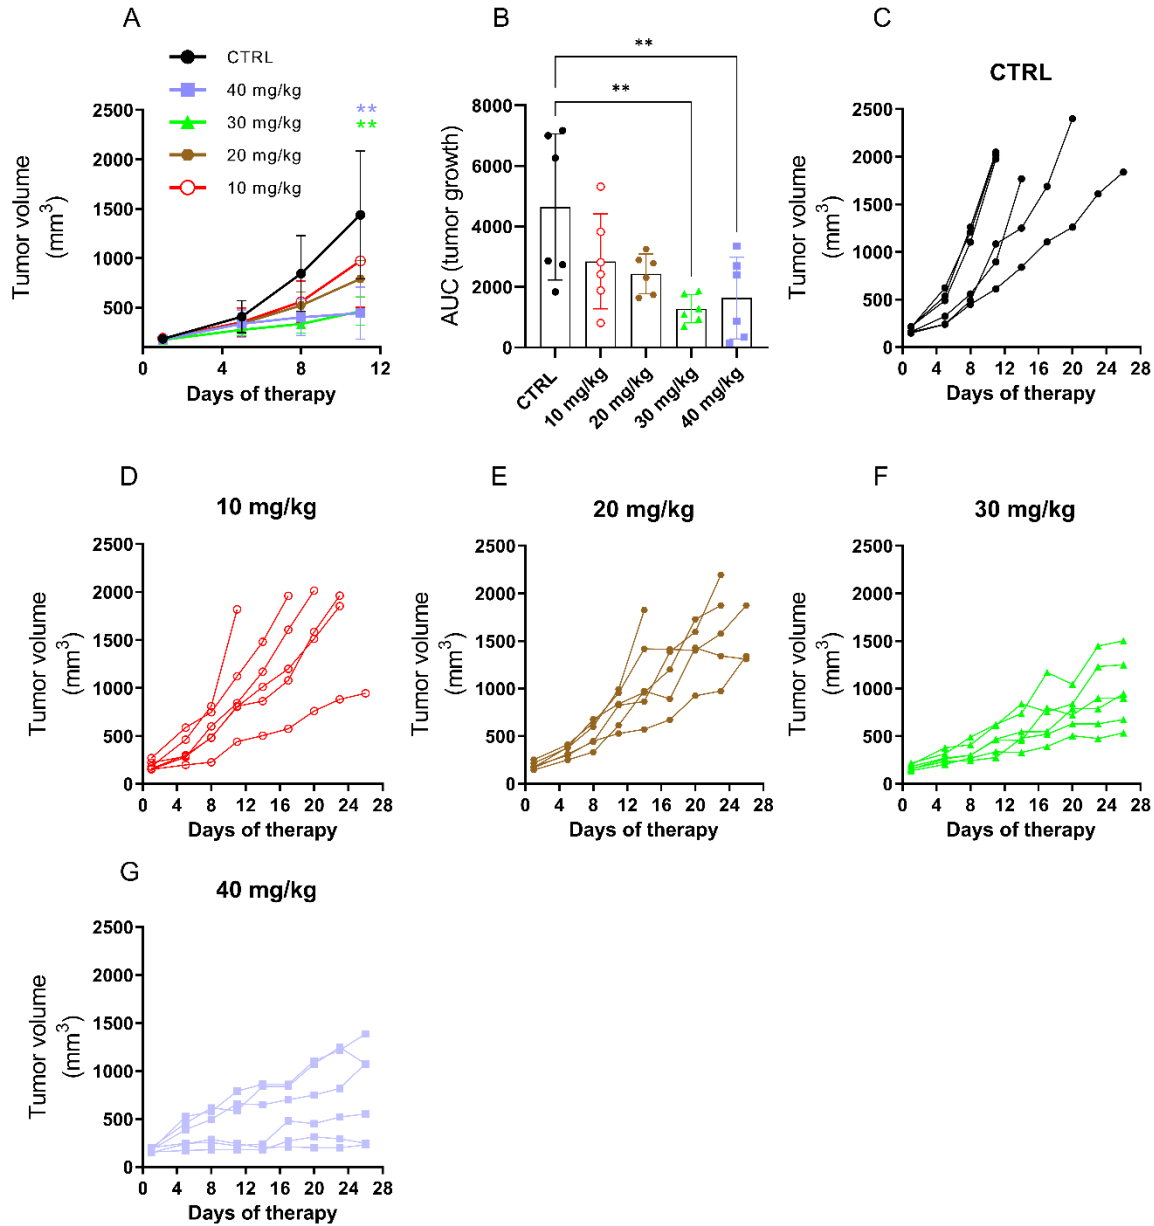

**Figure S1.** Effect of CP (10-40 mg/kg) on growth of KELLY xenografts. Mean tumor volume  $\pm$  SD is shown for each group until the first CTRL mouse tumor reached the termination size (A); for statistical analysis of tumor growth data shown in A, the area under the growth curve (AUC) was calculated for every mouse. AUCs are shown as mean  $\pm$  SD (B). Individual tumor growth of KELLY xenografts in single CD-1

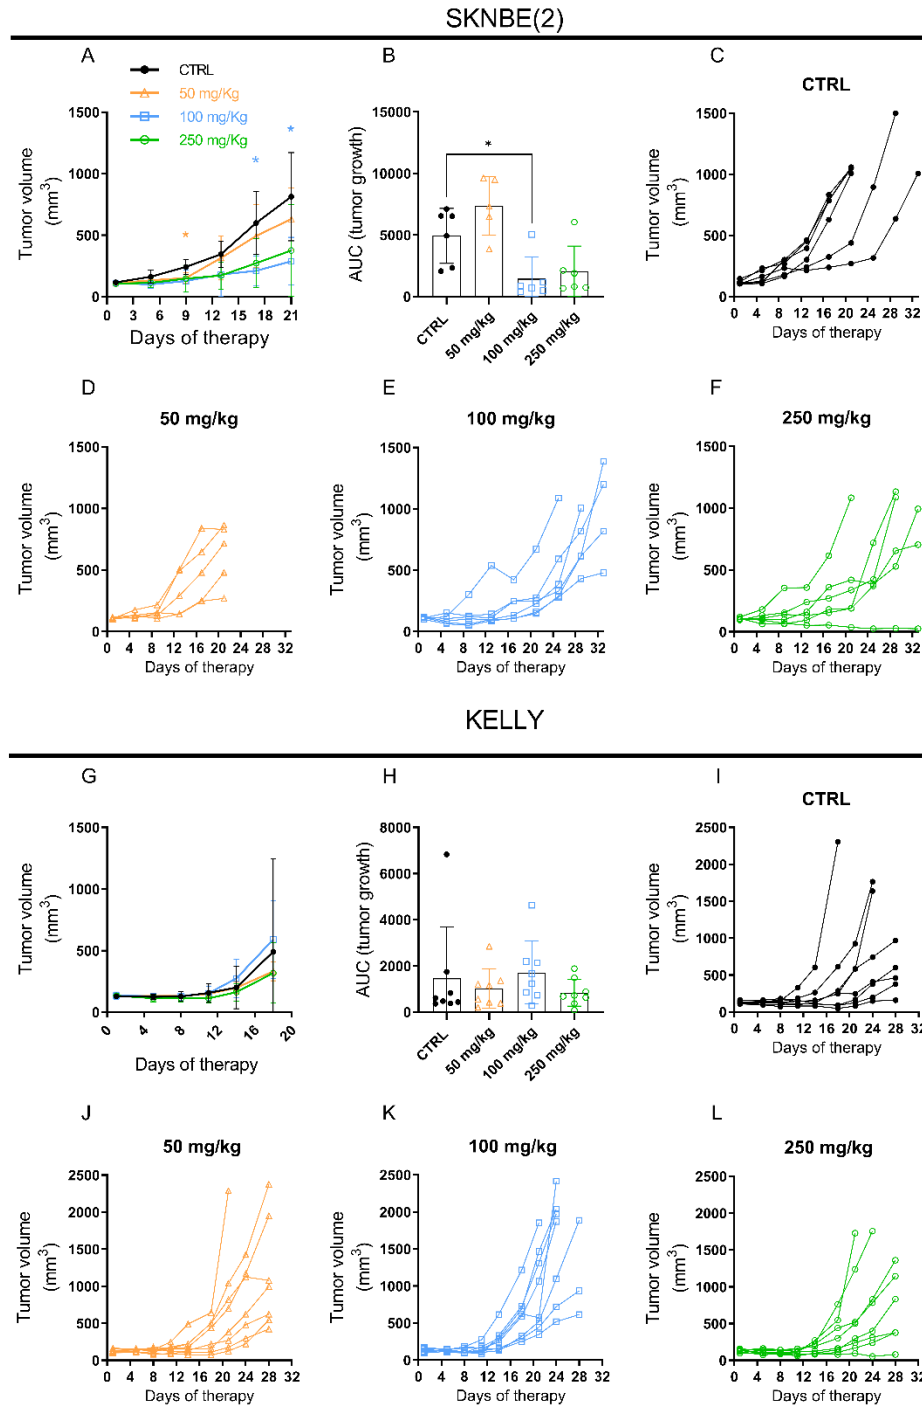

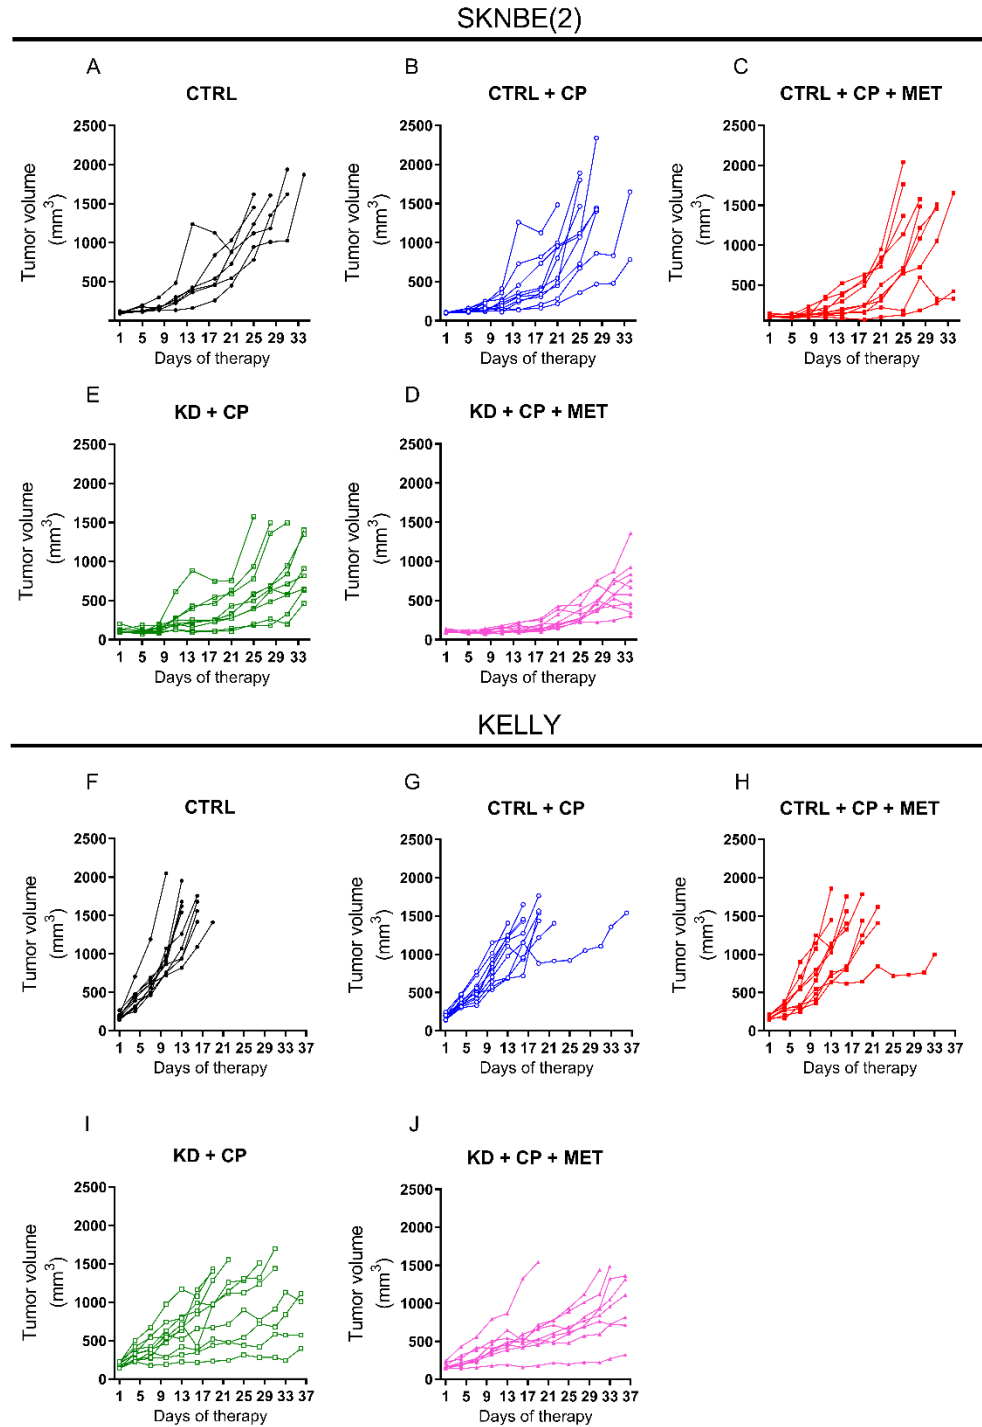

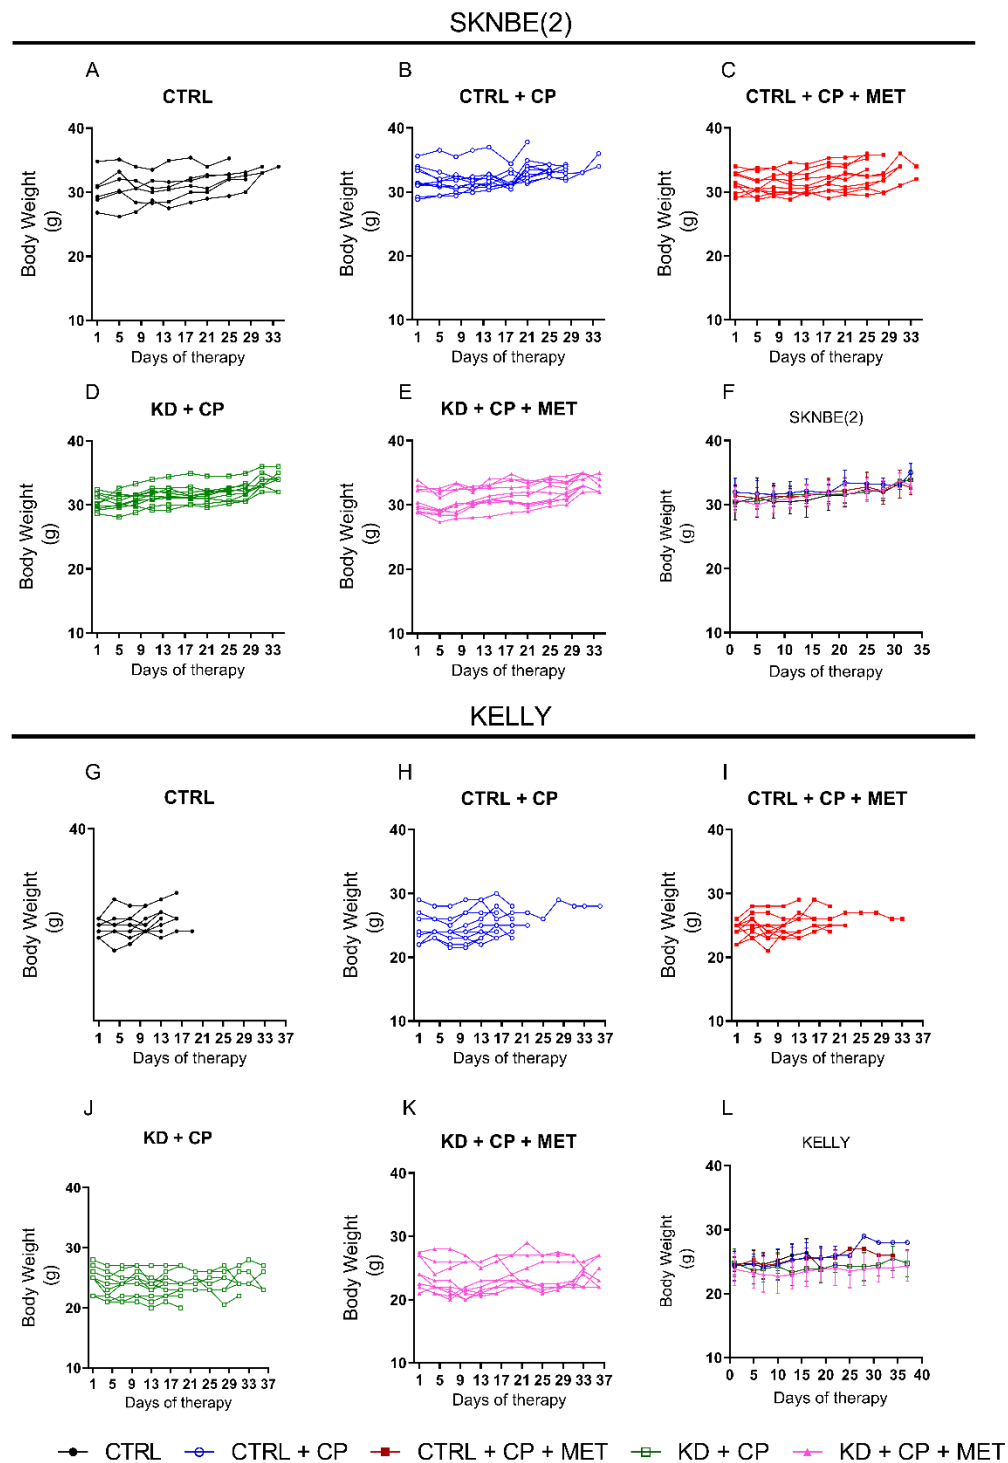

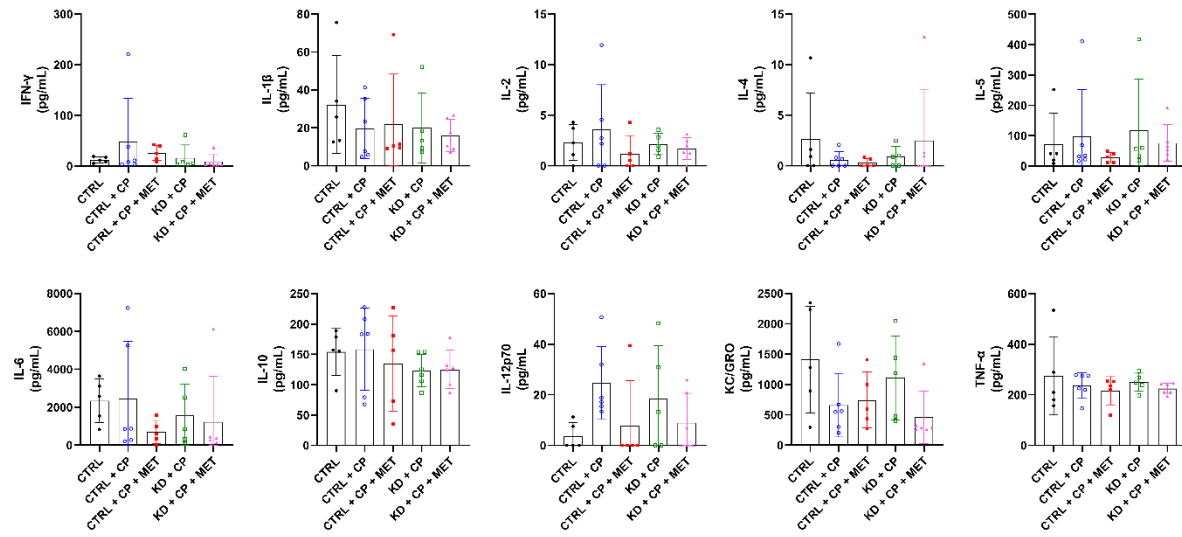

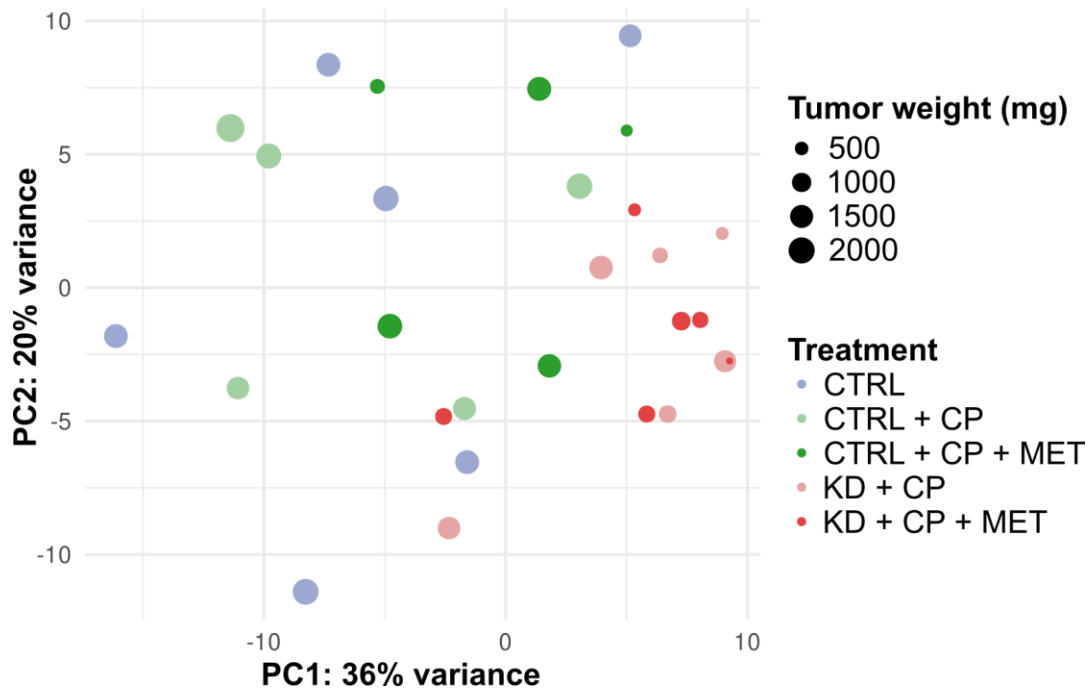

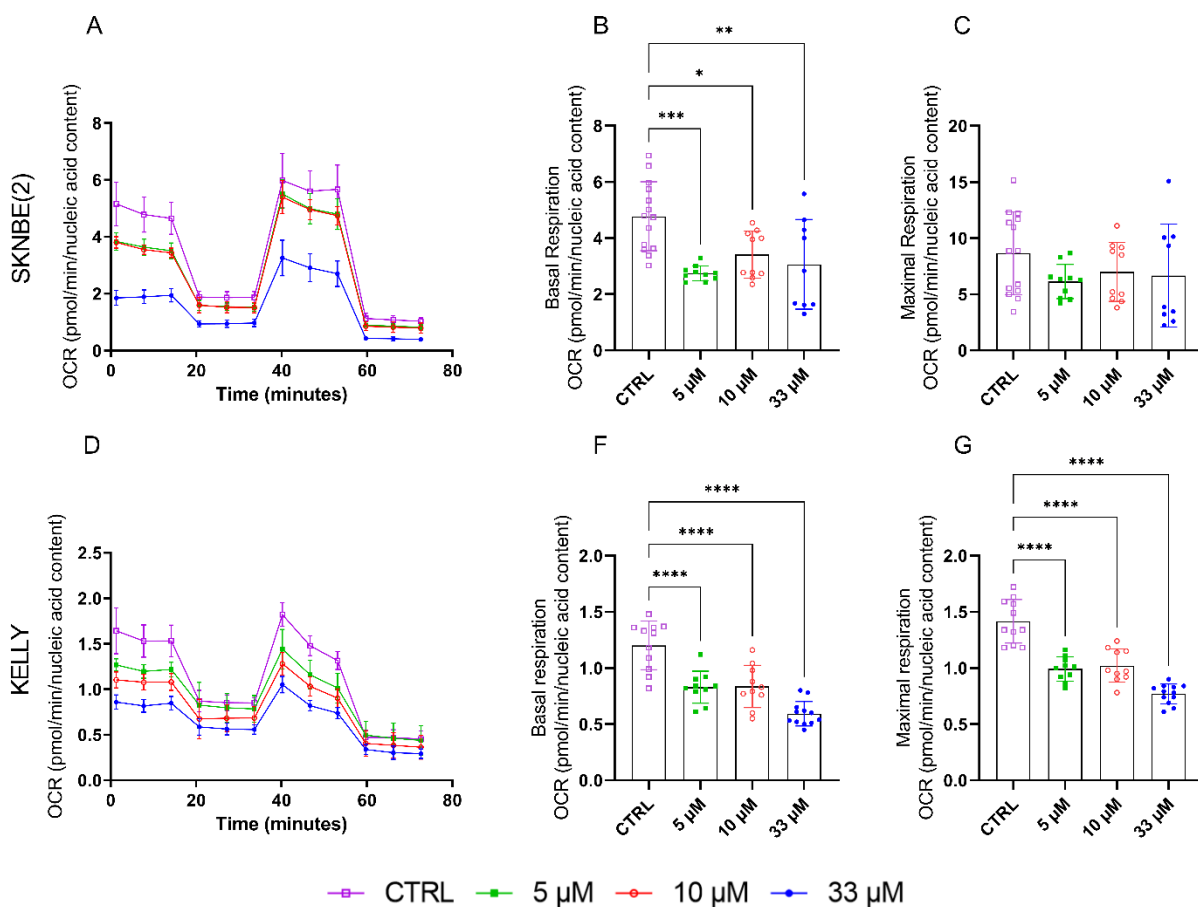

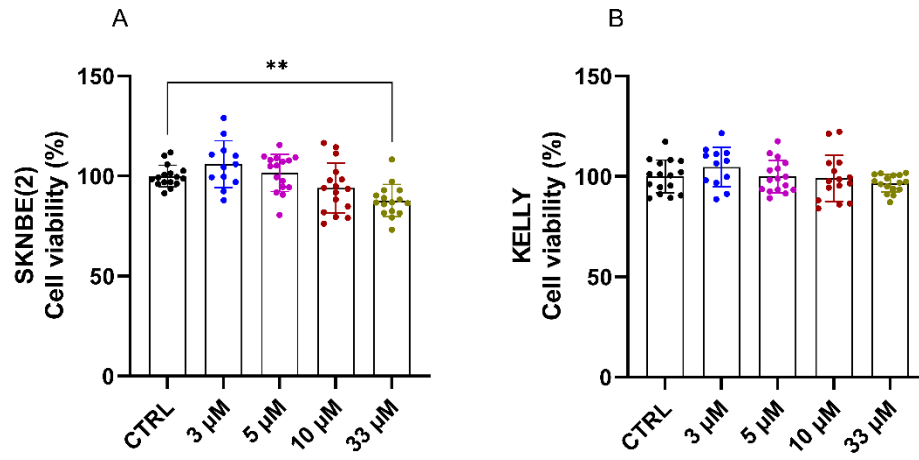

A

SKNBE(2)

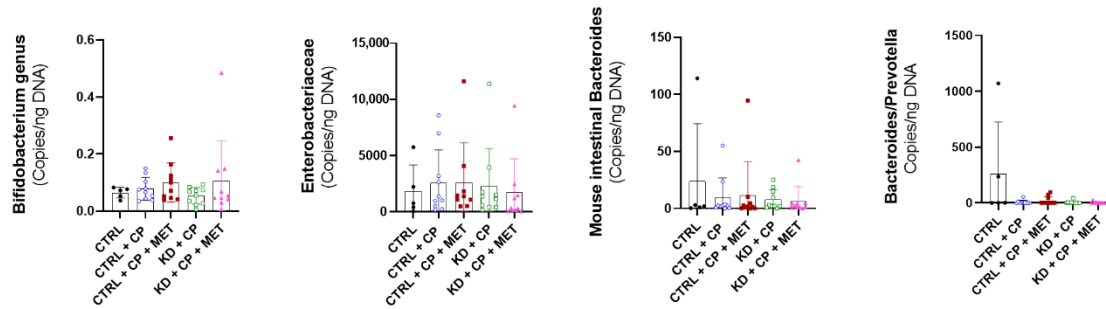

B

KELLY

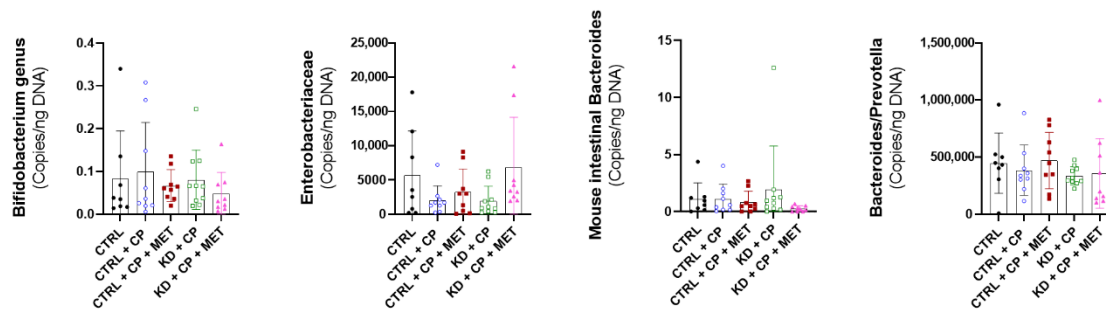

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

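RNA of 30 SKNBE(2) xenograft tumors was sequenced, 1 tumor per animal. The labels of 29 tumors give 1 of 5 groups: CTRL (6 tumors), CTRL + CP (5), CTRL + CP + MET (6), KD + CP (6) and KD + CP + MET (6). The tumor of animal 315 carries 2 different groups in its labels and was placed in none of them in the fit of the 29 mapped tumors. The paper states that 6 samples per group were selected.

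The authors deposited 1 file per tumor with the raw count of reads on each gene, without normalization, and 4 totals of reads that STAR assigned to no gene. Before counting, the authors enriched poly(A) RNA, sequenced directional libraries in single-end mode, removed the reads that aligned to the mouse genome GRCm38 with STAR, and aligned the rest to GRCh38 with the Gencode 29 annotation. The paper's text does not name the strand column kept, and the files hold 1 column of counts each, so the counts of the other strand could not be compared. The paper sequenced on 2 flow cells, and the labels do not say which tumor was on which, so no flow cell could be used as a term of the fit.

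Counts on genes ranged from 10840687 to 24974971 in the 29 mapped tumors. The counts of all 435 pairs of the 30 tumors differed by more than counting error, with a chi-square per degree of freedom of at least 3.36 (4.88 among the 70 pairs within groups), so no library was found under 2 labels. Precision is set by the spread between tumors, which each SD and standard error gives.

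Gene symbols and positions came from GENCODE release 44 on GRCh38, matched by Ensembl identifier without its version (99.0% of identifiers). A gene was placed on the short arm of chromosome 1 (1p) when it started before position 122000000.

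The design, the alternatives and the rule for naming genes were written before the data were examined. Counts were normalized by TMM in edgeR 4.0.16 (R 4.3.3, limma 3.58.1, statmod 1.5.0), genes were filtered by edgeR's filterByExpr on the groups, and 1 coefficient per group was fitted with robust quasi-likelihood dispersions. Each contrast was tested by the quasi-likelihood F-test and adjusted by the Benjamini-Hochberg method over all tested genes, with a threshold of 0.05. Standard errors were taken as the log2 fold change divided by the square root of the F statistic. As in Figure 6, additive genes were called in both KD groups against CTRL + CP with the larger change in KD + CP + MET, and exclusive genes in KD + CP + MET alone. The same direction in both groups for additive genes, and KD-driven genes as those called in both with the larger change in KD + CP, were rules set here. The edgeR test, DESeq2 1.42.0 and limma-voom were tested on simulated counts with 200 changed genes. DESeq2 called 83% of the genes changed by a log2 fold change of 1 and 98% of those changed by 2, with 29 false calls of 210, and limma-voom 77% and 96%, with 7 of 180. The simulated counts were drawn for each gene independently and hold no outlying tumor, so these rates need not hold for the real tumors.

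Principal components were computed on centered log2 CPM with a prior count of 2. The share of a component between diets and the difference in 1p expression were tested with 100000 permutations of diet over tumors, two-sided, with 1e-05 as the smallest p they can give. Comparisons of 6 against 5 tumors used an exact permutation test. The 1p expression of a tumor was the mean of centered log2 CPM over its tested 1p genes minus that over the other autosomal genes. Gene lists were tested by limma's camera with a preset correlation of 0.01, and by fry and camera with an estimated correlation as alternatives. Lists of fatty acid β-oxidation, heat shock, glycolysis, hypoxia and mitochondrial complex I genes were written before the data were examined, and a list of 15 skeletal muscle genes after. The GO enrichment of the paper was not repeated.

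Named genes are those that the paper names in its text on RNA-seq or labels in Figures 6 and 7, MYCN, and the 3 genes with the largest called change in each direction in each KD group. The paper's values for its genes had been seen when this rule was written.

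Alternatives set before the data were examined were DESeq2 with all groups and with 2 groups, edgeR with 2 groups, RLE normalization, no low-count filter, a mean CPM of at least 1 as the filter, limma-voom, no robust dispersion, animal 315 in either group, each tumor of the compared groups left out, and the 1p expression as a covariate. For the principal components they were the variance-stabilized values of 500 genes, unit variance, animal 315 added and 1p genes left out. Added after the data had been seen were the tumors of Figure S6, with edgeR and with DESeq2 (which also with its filtering set for a target of 0.1), each of these tumors left out in turn, and the per-tumor slope of expression on GC content as a covariate. For every comparison across genes, 100 splits of the tumors of the compared groups, the real one included, were refitted. For additive and exclusive genes the tumors were exchanged between the 2 KD groups, with CTRL + CP kept. Comparisons that share CTRL + CP were set beside 20 simulations in which the KD groups do not change and 20 in which they change alike.

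Tumor size and the day of collection go with the therapy and were not in the labels, so they were not analysed here.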

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

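The tests of chromosome 1p dosage on the called genes and on the β-oxidation list and the share of HSPA6 in few tumors were set before their results were seen, while the tests below of GC content, of the spread of random gene sets, of SLC25A17, of muscle RNA, of BAG3 and of the components without mitochondrial genes were chosen only after the result was seen. Of 75 comparisons of a tumor with its group, on 15 measures in 5 groups, 13 had a tumor far from the others by Dixon's criterion, and chance gives about 1 in 20 groups.

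Genes of the short arm of chromosome 1 (1p) were expressed more highly in KD-fed than in CTRL-fed tumors, a signal in genes that the paper does not discuss as a group. On the log2 scale, relative to the other autosomal genes, the mean was 0.114 ± 0.0912 (SD, n = 12) in KD-fed and −0.0805 ± 0.0626 (SD, n = 17) in CTRL-fed tumors, a difference of 0.195 (permutation test, two-sided, p = 1e-05, the smallest that 100000 permutations can give), with 12 of 12 KD-fed tumors above the CTRL-fed median. Against CTRL + CP alone the difference was 0.203 in KD + CP + MET (exact permutation test, two-sided, p = 0.00433) and 0.196 in KD + CP (p = 0.00649), and over the tumors of Figure S6 with all groups it was 0.197. This arm was chosen because many of the higher genes in the paper's Tables S2 and S4 lie on it. Those tables were made from these tumors, so these p-values do not allow for the choice of the arm. Of the 531 genes called higher in KD + CP + MET, 140 lie on 1p (26.4%), against 5.402% of the genes tested, and in the tumors of Figure S6 it was 32.1%. A bias of the libraries by GC content is argued against, since the difference was 0.197 after the GC trend of each tumor was removed. The spread that any gene set of this size has is argued against too, since the highest SD within groups of random sets matched on expression was 0.0281, against 0.0796 for the 1p genes. Along chromosome 1, windows of 10000000 bases had median log2 fold changes of 0.054 to 0.41 up to position 120000000. This was KD + CP + MET against CTRL + CP over the mapped tumors, and later windows were at −0.16 to −0.0048. A shift along the short arm and not the long arm goes with dosage, but it does not exclude regulation. What stays open is dosage and regulation. A difference in 1p dosage between tumors is a candidate explanation, since the 1p genes that were not called moved the same way (median log2 fold change 0.16), but the counts hold no DNA measurement, and tumor size and time of collection go with the therapy. Of the fatty acid β-oxidation genes, the 4 on 1p had a median log2 fold change of 0.35 in KD + CP + MET against CTRL + CP. The paper named 3 of these 4 from the same tumors, ABCD3, the other, was at 0.13, and all tested 1p genes had a median of 0.22, so dosage and regulation cannot be told apart for these genes. SLC25A17 on chromosome 22, at 0.26, cannot have come from 1p dosage directly, nor can CPT1A on chromosome 11.

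The tumor of animal 308 lay far from the other CTRL + CP tumors. Mitochondrial transcripts were 0.151% of its counts, with 3.32% in the nearest tumor of the group, its PC1 was −109.7, and CPT2, at 3.86 log2 CPM, was the highest of the group. Its median correlation with the other tumors was 0.940, against 0.969 to 0.987 for the rest, and its slope of expression on GC content was 0.455, against −0.104 to 0.0973. GC bias is argued against as the cause of the mitochondrial loss, since 4356 nuclear genes within the same GC range had a median log2 difference of −0.31, against −5.88 for the 13 mitochondrial protein-coding genes, from −8.22 for MT-ND2 to 0.12 for MT-ND6. The loss of mitochondrial transcripts is argued against as the reason for its place on PC1, since the gap divided by the range was still 0.850 without these genes. Ribosomal protein genes were lower as well, 56 of 79, by a median of −0.63. A different handling of this library or piece of tissue was not tested, and no biological explanation was tested.

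Genes of skeletal muscle were counted in the tumor of animal 326 of CTRL + CP + MET. The summed level of 15 muscle genes, a list written after the tumor was noticed, was 2248 CPM, against at most 46.6 in any other tumor, with MYH4 at 998 CPM, CKM at 185 and ACTA1 at 105, and MB, which is abundant in other muscle fibers, at only 0.28. The other tumors had a count for 8 to 15 of the 15 genes. That 15 of the 15 genes were higher than in every other tumor, with MB resting on 3 counts, restates what was noticed, so RNA of muscle tissue in the sampled piece and other origins of these reads cannot be told apart. The paper removed reads that aligned to the mouse genome, so whether the reads come from the animal's muscle was not tested. GAPDH pseudogenes were at 20.9% of GAPDH there, against at most 4.12% elsewhere. SLC25A17 was the lowest of the group in this tumor, at 5.11 log2 CPM, and why was not tested. No biological explanation was tested.

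The tumor of animal 339 of KD + CP + MET had the highest mitochondrial share of its group, 12.4%, with 6.19% in the nearest, and the lowest PC2, −12.1. For PC2, a larger share of mitochondrial transcripts as the cause cannot be told apart from other reasons, since without the mitochondrial genes the gap divided by the range was 0.601, just under Dixon's critical value and too close to it to decide. No biological explanation was tested.

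Heat shock genes stood out in single tumors. HSPA6 was at 6.12 log2 CPM in animal 328, the highest of KD + CP, and at −2.63 in animal 343, the lowest of KD + CP + MET, where it rests on 1 count. In animal 304 of CTRL, DNAJB1 (8.29), HSF1 (7.15) and HSPA1B (8.55 log2 CPM) were each the highest of the group. In animals 304, 315 and 328, BAG3 was higher than in the other tumors of the group by at least 2.04 on the log2 scale. BAG3 is no copy of HSPA6. Reads shared between near-identical genes would still not forbid a high BAG3, so this test cannot decide about them. Of 23 heat shock genes 13, 18 and 21 were higher, with medians of 0.06, 0.23 and 0.22. In the CTRL + CP tumors of Figure S6, 2 tumors held 95.0% of the summed HSPA6 CPM (90.4% in the mapped tumors), so a few tumors with a very high value are a candidate explanation for the lower level in KD + CP + MET. A heat shock response in single tumors, from the handling of the tissue or from the animal, was not tested.

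Other single tumors far from their group were animal 319, with the lowest 1p expression of CTRL + CP + MET (−0.20 on the log2 scale), and animal 337, with the highest SLC25A17 of KD + CP + MET (5.84 log2 CPM). No technical or biological explanation was tested for these. Chance alone gives some such tumors.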

How the results depend on the processing

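The tumors of Figure S6, with each of them left out, the slope on GC content as a covariate, the GC trend removed, fry on the tumors of Figure S6 and the filtering target were chosen only after the result was seen. The higher expression of chromosome 1p in KD-fed tumors kept its direction and its side of the threshold under all 42 alternatives run (0.16 to 0.22, p from 1e-05 to 0.00649). The interaction of diet and MET, MET on the CTRL diet and CP alone stayed at 0 called genes by edgeR under every alternative, with 440, 1088 and 2258 genes at an unadjusted p under 0.05 in the mapped tumors and 0 by DESeq2. For KD + CP + MET against KD + CP, DESeq2 called 1 gene and the other alternatives 0 (edgeR 0, with 438 at an unadjusted p under 0.05). By chance alone a share of 0.05 of the tested genes is expected under that unadjusted p.

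The count of genes changed in KD + CP + MET against CTRL + CP, 1390 in the 29 mapped tumors, was 827 with DESeq2 on 2 groups, 0 with edgeR on 2 groups, 638 with no low-count filter, 566 with the GC slope, 831 over the tumors of Figure S6 and 0 with the 1p expression as a covariate. KD + CP against CTRL + CP, 687, was 1340 with DESeq2, 36 with edgeR on 2 groups, 278 with no filter, 452 with limma-voom, 91 with the GC slope and 0 with the 1p covariate. Additive genes, 289, were 560 and 190 with DESeq2 on all and on 2 groups, 0 with edgeR on 2 groups, 108 with no filter, 174 with limma-voom, 31 with the GC slope, 191 over the tumors of Figure S6 and 0 with the 1p covariate. Exclusive genes, 855, were 463 with DESeq2 on 2 groups, 0 with edgeR on 2 groups, 427 with no filter, 494 with the GC slope, 470 over the tumors of Figure S6 and 0 with the 1p covariate. With 2 groups fewer tumors set the dispersion, and with no filter more genes are adjusted for. The 1p expression differs between the diets and also varies within them, and whether the calls were lost to the overlap with diet or to a link of the called genes with 1p was not tested. The cause was not tested for the other settings either.

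With each tumor left out in turn, the count in KD + CP + MET ranged from 338 to 1992 (without animal 308 414, 337 338, 345 755), that in KD + CP from 107 to 1465 (308 163, 310 1066, 314 1465, 328 251, 329 351, 334 107, 335 234), the additive genes from 50 to 625 (308 50, 310 483, 314 625, 328 90, 329 119, 334 55, 335 87, 337 142, 345 186) and the exclusive genes from 88 to 1216 (308 298, 337 88, 345 431). In the tumors of Figure S6 they ranged from 165 to 1047 (831 with all; without 307 258, 312 237, 337 165, 345 404, 344 488), from 13 to 784 (570 with all; 307 135, 312 13, 315 293, 328 337, 329 344, 334 42, 335 216), from 2 to 310 (191 with all; 307 48, 312 2, 315 99, 328 106, 329 99, 334 20, 335 75, 337 73, 345 126, 339 310) and from 45 to 771 (470 with all; 307 178, 312 229, 337 45, 344 269, 345 200, 334 771). The cause was not tested.

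The share of PC1 between diets, 5.02%, was 17.2% on the variance-stabilized values (permutation test, p = 0.0161), 7.87% with unit variance (p = 0.0393), 0.0541% with animal 315 added (p = 0.934), 3.13% with 1p genes left out (not past a p of 0.05), and 38.8% and 42.3% over the tumors of Figure S6 on both scales (p = 0.00041 and 0.00018). With each tumor left out it ranged from 0.820% to 39.9% (without animal 308; 11.4% without 339) and from 22.9% (without 337; 25.1% without 307, 25.5% without 312) to 60.6% (without 339) in the tumors of Figure S6. The cause was not tested.

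For the fatty acid β-oxidation list, the median in KD + CP + MET (0.02) was −0.042 with the 1p covariate, 0.35 for its 1p genes alone (p = 0.00134), and 0.043 over the tumors of Figure S6 with edgeR (camera with the preset correlation, p = 0.0407), fry (p = 0.0383), and 0.039 there with DESeq2 (p = 0.00326, also with a filtering target of 0.1). In KD + CP (0.01) it was −0.051 with the 1p covariate, −0.0059 with the GC slope, −0.0065 without the 1p genes, −0.0091 without the paper's 5 genes, 0.24 for the 1p genes alone (p = 0.00349), and −0.0049 and −0.0067 without the 1p genes over the tumors of Figure S6 with edgeR and DESeq2. With each tumor left out these were 0.00099 to 0.044 and −0.027 to 0.045 (mapped), and 0.033 to 0.060 and 0.019 to 0.044 (Figure S6, where the first was past 0.05 in p only without animal 310 (0.054), 312 (0.054), 314 (0.060), 339 (0.059), 343 (0.048) or 345 (0.045)). In KD + CP over the mapped tumors the sign turned without animal 307 (−0.027), 312 (−0.024), 334 (−0.0044), 335 (−0.0090) or 336 (−0.0030). Between the KD groups it ranged from 0.011 to 0.039 in the mapped tumors and from 0.012 to 0.039 in those of Figure S6, past 0.05 without animal 334 (0.036, camera with the preset correlation, p = 0.0481 and 0.0427) or 339 (0.033 and 0.032, p = 0.0143 and 0.0112). The heat shock list in KD + CP + MET (0.03) was −0.017 with DESeq2, −0.019 with DESeq2 on 2 groups, −0.017 with no filter, −0.048 with animal 315 as CTRL + CP and with the 1p covariate, −0.079 with the GC slope, and over the tumors of Figure S6 −0.091 with edgeR (camera with the preset correlation, p = 0.0282), −0.091 with fry (p = 0.23) and −0.11 with DESeq2 (p = 1.7e-06, also with the target of 0.1). It ranged from −0.049 to 0.090 and from −0.16 to −0.040 with each tumor left out, below 0 in the mapped tumors without animal 308 (−0.049), 310 (−0.022) or 337 (−0.016). In the tumors of Figure S6 it was not past a p of 0.05 without 307 (−0.12), 314 (−0.069), 315 (−0.049) or 339 (−0.040). The cause was not tested.

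Of the 1295 values of 35 results for named genes under alternatives, 971 kept direction and side of the threshold, 227 lost the call, 59 gained one and 38 reversed. For HSPA6, KD + CP vs CTRL + CP, the log2 fold change (0.37) was −1.38 with limma-voom, −2.14 with animal 315 as CTRL + CP, −3.17 with the 1p covariate, −0.53 with the GC slope, and over the tumors of Figure S6 −2.39 with edgeR and −2.42 with DESeq2, also with the target of 0.1. With each tumor left out it ranged from −4.26 (without animal 328) to 1.57, and from −7.05 (without 328, where edgeR's adjusted p after Benjamini-Hochberg adjustment is 0.0474) to 0.081 in the tumors of Figure S6. HSPA6 in KD + CP + MET ranged from −3.41 to −1.90 (without 307) and from −6.20 to −3.41 (without 315), and against KD + CP it ranged from −3.76 to 1.16 (without 328). HSPA1B and DNAJB1 in KD + CP were 0.071 and 0.0081 with limma-voom and ranged from −1.21 to 0.12 and from −0.89 to 0.22 with each tumor left out, above 0 without animal 307. CPT1A between the KD groups (0.0021) was −0.0022 with DESeq2 on 2 groups and −0.00065 with the 1p covariate, and ranged from −0.071 to 0.094, below 0 in both sets without animal 327, 329, 337, 338 or 345 (−0.035, −0.070, −0.017, −0.022 and −0.018 in the mapped tumors). CPT1A in both KD groups against CTRL + CP (0.69) was 0.26 with the 1p covariate (edgeR's adjusted p after Benjamini-Hochberg adjustment 0.784 in KD + CP + MET and 0.889 in KD + CP), not called there or with edgeR on 2 groups (0.69 and 0.68), nor in KD + CP with the GC slope (0.71). CPT1A in KD + CP was not called without animal 308 (0.62), 328 (0.59) or 334 (0.66) in the mapped tumors or 307 (0.49), 312 (0.55), 314 (0.60), 315 (0.62), 328 (0.50), 334 (0.57) or 335 (0.60) in the tumors of Figure S6, and in KD + CP + MET not without 308 (0.63) or, in the tumors of Figure S6, 307 (0.50), 312 (0.55), 337 (0.58), 338 (0.57), 344 (0.61) or 345 (0.58). CYP51A1 in KD + CP ranged from −2.33 to −0.11 in the mapped tumors and from −0.14 to 0.055 in the tumors of Figure S6. The changes of ENSG00000249456 (−0.51 and −0.12), CITED1 (−0.99) and CYP51A1 (−0.11) were mostly lost without animal 308, and ENSG00000232346 was 0.45 without 343. The cause was not tested.

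Calls in KD + CP + MET that rest on single tumors are the following. In the mapped tumors SCP2 was not called without animal 307 (0.30), 310 (0.29), 312 (0.32), 337 (0.27), 338 (0.33), 343 (0.33), 344 (0.30) or 345 (0.33), CPT2 without 307 (0.46), 312 (0.47), 337 (0.38) or 345 (0.44), SLC25A17 without 307 (0.23), 312 (0.24), 337 (0.22), 338 (0.28), 343 (0.26), 344 (0.28) or 345 (0.28), and HSF1 without 308 (−0.30) or 337 (−0.45). In the tumors of Figure S6 SCP2 was not called without 337 (0.35), CPT2 without 307 (0.47), 312 (0.48), 337 (0.39) or 345 (0.45), SLC25A17 without 337 (0.27), and HSF1 without 307 (−0.26), 312 (−0.23), 315 (−0.30), 337 (−0.28), 339 (−0.26), 343 (−0.27), 344 (−0.28) or 345 (−0.29). For HSPA1A, KD + CP + MET vs CTRL + CP, there was a call in that set without 310 (−2.44), 314 (−2.37) or 343 (−2.23), for HSPA1B without 310 (−1.97) or 314 (−1.9), and for DNAJB1, KD + CP + MET vs CTRL + CP, without 310 (−1.48), 314 (−1.41) or 343 (−1.28), and none of these 3 genes was called with any other tumor left out. MYCN in KD + CP + MET (−0.46) was −0.20 without animal 308, −0.21 with the 1p covariate and −0.26 with the GC slope, not called in any of them, and it was called in the mapped tumors without 310 (−0.59) or 314 (−0.49), with DESeq2 (−0.47) and with animal 315 as CTRL + CP + MET (−0.46). ACADM was called without each tumor in both sets. With the 1p covariate the changes of ACADM, CPT2, SCP2, SLC25A17 and HSF1 in KD + CP + MET were 0.18, 0.065, 0.15, 0.15 and −0.47, none called, and none of these 5 was called with edgeR on 2 groups.

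No paired analysis was possible because each tumor comes from another animal and the labels pair none across groups. The counts of the other strand were not run, since 1 column is held per tumor. Genes with few counts, such as HSPA6 in KD + CP + MET with 1 to 34 counts, are limited by depth.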

Differences from the paper's values

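The share of variance on PC1 is the paper's about 36% in Figure S6, read by eye, and 20.2% here over the 29 mapped tumors. Of the alternatives set before the data were examined, the variance-stabilized values of the 500 most variable genes gave 37.4% and fell within the paper's, while unit variance (23.2%), animal 315 added (20.1%), 1p genes left out (20.2%) and each tumor left out did not. The tumors of Figure S6 with variance-stabilized values, chosen after seeing the values, gave 36.0%. With each tumor left out of log2 CPM the share was at most 23.0%.

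The log2 fold change of HSPA6 in KD + CP + MET against CTRL + CP is the paper's about −5.8 in Figure 6, read by eye, and −3.10 here. Of the alternatives set before the data were examined, animal 315 as CTRL + CP (−5.63) and the 1p score as a covariate (−5.54) fell within the paper's, and the others did not. The tumors of Figure S6, chosen after seeing the values, gave −5.89 by edgeR and −5.84 by DESeq2. With edgeR that set drops 4 of the 37 genes labelled in Figure 6 and 2 of the 40 in Figure 7, and with DESeq2 it drops 0 of either.

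The paper's additive and exclusive genes number 326 and 651, against 289 and 855 here, and lie within a factor of 1.5 of them. DESeq2 on the tumors of Figure S6, chosen after seeing the values, gave 324 and 618.

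The paper states that HSPA6 was the gene most reduced exclusively by the triple therapy. In the 29 mapped tumors it was not called (adjusted p = 0.267 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and stood at place 4 from the lowest. It was, over the tumors of Figure S6, the lowest of all tested genes, not called by edgeR (adjusted p = 0.0613) and called by DESeq2 (adjusted p = 0.00255), where it led the exclusive genes. Only the fits with DESeq2 on that set, chosen after seeing the values, called it.

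The paper states that DNAJB1, HSF1, HSPA1B and HSPA1A were the genes most reduced exclusively by the triple combination. In the 29 mapped tumors 1 of these 4, HSF1, was called by edgeR. Over the tumors of Figure S6 all 4 were called and exclusive, and by edgeR's log2 fold change HSPA1A was at place 3, HSPA1B at 6, DNAJB1 at 19 and HSF1 at 246 of the exclusive genes that were lower. DESeq2 placed them at 10, 14, 25 and 293. In Table S5 the term of these genes, negative regulation of inclusion body assembly, had the highest fold of 120 terms (20.6). HSPA1A, HSPA1B and DNAJB1 were called only in settings on the tumors of Figure S6, chosen after seeing the values (edgeR, DESeq2 with both filtering targets, and edgeR without animal 310 or 314, or 343 for HSPA1A and DNAJB1). In KD + CP, HSF1 was called by DESeq2 (adjusted p = 0.0373) and without animal 310 (0.0406) or 314 (0.0219), where it is not exclusive.

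The paper states that both KD groups raised fatty acid β-oxidation most and that MET added to this. Of its 5 genes, all were higher in both KD groups in both sets of tumors, all 5 were called in KD + CP + MET, and 1 was additive in the 29 mapped tumors (CPT1A). Over the tumors of Figure S6, 4 were called in KD + CP and additive by edgeR and all 5 by DESeq2. Of the alternatives set before the data were examined, for CPT2, KD + CP vs CTRL + CP, there was a call by DESeq2 (adjusted p = 0.0275), DESeq2 on 2 groups (0.0385), a mean CPM of at least 1 (0.0484), animal 315 in either group (0.0472 and 0.0492) and without animal 336 (0.0305), and for SLC25A17, KD + CP vs CTRL + CP, by DESeq2 (0.0377) and animal 315 as CTRL + CP (0.0469). ACADM was called there only in the tumors of Figure S6, by edgeR and DESeq2, and SCP2 there by DESeq2 (0.0343, and 0.0320 with a filtering target of 0.1) and by edgeR without animal 327, settings chosen after seeing the values. KD + CP + MET against KD + CP called 0 genes by edgeR in either set of tumors, with 438 and 868 at an unadjusted p under 0.05, while DESeq2 called 1 and 0, and CPT1A differed between the KD groups by 0.0021. In Table S2 the term had the highest fold, and its adjusted p in the table is 0.0590, the paper's value. The paper's own thresholds are on p and on the q-value, and the q-value was not compared here.

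The paper states that PCA separated the diets and puts forward diet as the main driver. On PC1 of the 29 mapped tumors diet accounted for 5.02% (permutation test, p = 0.262), and on PC2, which held 18.8% of the variance, for 47.5% (permutation test, p = 3e-05). Over the tumors of Figure S6 diet accounted for 38.8% of PC1 on log2 CPM and 42.3% on variance-stabilized values. The CTRL-fed and KD-fed tumors overlapped along PC1 in both. For PC2 of that set, diet accounted for 27.1% on log2 CPM (permutation test, p = 0.00465). On variance-stabilized values it was 11.4% of PC2 (permutation test, p = 0.0767).

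Of the genes labelled in Figures 6 and 7, edgeR called 31 of 37 and 30 of 40 in the 29 mapped tumors, 33 and 38 in the tumors of Figure S6, and DESeq2 called all of them there.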

Other observations

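The splits of the tumors for the counts of genes in the KD comparisons, additive and exclusive genes over the 29 mapped tumors were set before their results were seen, while those of the gene lists, of the other comparisons and of the tumors of Figure S6, and the tests of chromosome 19, of shared CTRL + CP tumors, of thresholds and of animal 308 on PC1, were chosen only after the result was seen.

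For each result across genes, the tumors of the compared groups were split in 100 ways, the real one included. Chance can be excluded for the number of genes changed in KD + CP + MET against CTRL + CP (1390, with 245 as the highest of the other splits, 1 of 100 as large) and in KD + CP against CTRL + CP (687, highest other 4, 1 of 100), and in the tumors of Figure S6 likewise (831, highest other 157, and 570, highest other 9, 1 of 100 each). For additive and exclusive genes the splits exchanged tumors between the 2 KD groups only, so they test which tumors had MET and not the difference from CTRL + CP. There chance cannot be excluded for the additive genes (289, highest other 341, 22 of 100, and 191, highest other 207, 5 of 100 in the tumors of Figure S6) or the exclusive genes (855, highest other 1892, 22 of 100, and 470, highest other 1669, 32 of 100). For KD + CP + MET against KD + CP, where edgeR called 0 genes, with 438 and 868 at an unadjusted p under 0.05 in the mapped tumors and those of Figure S6 and 1 and 0 called by DESeq2, the other splits reached 2 and 0 (100 of 100 as large). MET on the CTRL diet (0 by edgeR, 1088 at an unadjusted p under 0.05, 0 by DESeq2), CP alone (0, 2258 and 0) and the interaction of diet and MET (0, 440 and 0) had splits reaching 1339, 935 and 0, also 100 of 100 as large. Where the real count is 0 every split is as large, so these splits decide nothing.

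For the fatty acid β-oxidation list chance cannot be excluded in KD + CP + MET (median log2 fold change 0.02, highest other split −0.11, 60 of 100 as large), in KD + CP (0.01, highest other 0.08, 83 of 100) or between the KD groups (0.03, highest other −0.08, 33 of 100), nor in the tumors of Figure S6 (0.04, highest other 0.11, 26 of 100; 0.02, highest other −0.07, 59 of 100; 0.03, highest other −0.08, 33 of 100). The same holds for the heat shock list in KD + CP + MET (0.03, highest other 0.32, 72 of 100, and −0.09, highest other −0.28, 48 of 100 in the tumors of Figure S6).

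Lists of glycolysis and hypoxia genes, which the paper does not report from RNA-seq, were lower in both KD groups. The median log2 fold change of 20 glycolysis genes was −0.51 in KD + CP + MET against CTRL + CP (19 lower, camera with a preset correlation of 0.01, p = 9.5e-06, which held under fry, p = 0.023, and not with an estimated correlation, p = 0.15; 6 called, 12 when adjusted over the list alone) and −0.45 in KD + CP (camera, p = 6.8e-06, fry, p = 0.0373, and not with an estimated correlation, p = 0.143; 3 called, 12 when adjusted over the list alone). Over the tumors of Figure S6 these were −0.48 and −0.37. Taken alone, chance can be excluded for each (highest other splits 0.49, 1 of 100 as large, and 0.48, 3 of 100; in the tumors of Figure S6 0.45, 1 of 100, and 0.38, 2 of 100), but in KD + CP other splits went beyond the real value, and nothing was adjusted for the number of results split. The medians of 25 hypoxia genes were −0.93 (24 lower, camera with the preset correlation, p = 0.000438; 2 called, 2 when adjusted over the list alone) and −0.84 (camera, p = 0.000123), which did not hold under fry (p = 0.15 and p = 0.155), and −0.93 and −0.85 over the tumors of Figure S6. Without animal 312 the medians of the mapped tumors were −0.36 and −0.35, no longer past a p of 0.05. Taken alone, chance can be excluded in KD + CP + MET (highest other split −0.97, 2 of 100 as large, and −0.99, 3 of 100 in the tumors of Figure S6), though these other splits went beyond the real value, and not in KD + CP (−1.01, 13 of 100, and −1.05, 8 of 100). In CTRL + CP + MET against CTRL + CP the hypoxia list was at −0.21 in the mapped tumors and −0.59 in those of Figure S6, and the glycolysis list at −0.13 and −0.23. Tumor size goes with the therapy and was not analysed here.

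Subunits of mitochondrial complex I were higher in KD + CP + MET than in KD + CP, 34 of 37, by a median log2 fold change of 0.11 (camera with the preset correlation, p = 4.1e-06), which held neither under fry (p = 0.165) nor with an estimated correlation (p = 0.113), with 0 called by edgeR and 0 when adjusted over the list alone. Chance cannot be excluded (highest other split −0.17, 6 of 100 as large, and the same in the tumors of Figure S6). Against CTRL + CP the median of these subunits was 0.0046 in KD + CP + MET and −0.097 in KD + CP. In the tumors of Figure S6 it was 0.027 and −0.098. The heat shock list was lower in KD + CP + MET than in KD + CP, with a median of −0.10 (camera with the preset correlation, p = 0.0152), which did not hold under fry (p = 0.388). Chance cannot be excluded for this list (highest other split −0.25, 29 of 100 as large, and the same in the tumors of Figure S6).

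Genes called lower in KD + CP + MET lay on chromosome 19 in 22.8% of cases, against 7.19% of the genes tested, and in 27.3% in the tumors of Figure S6. The median log2 fold change of chromosome 19 was −0.16 in the tumors of Figure S6 and −0.23 in the mapped tumors. After the median of genes of the same GC content was taken off, it was −0.12 and −0.10. Chromosomes 13 and 21 moved at least as much by the same measure, −0.16 and −0.12 in the tumors of Figure S6 and −0.16 and −0.16 in the mapped tumors. Whether GC content is the whole cause was not decided. The remainder is no larger than on those chromosomes, and more of the shift was lost in the mapped tumors. Dosage stays open as well.

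The log2 fold changes of the KD groups against CTRL + CP correlated with an r of 0.866 across genes in the mapped tumors. The highest r in simulations with no change in either KD group was 0.567, but these drew each gene independently. A shift of many genes together in a CTRL + CP tumor, as in animal 308, would enter both comparisons. These simulations therefore cannot exclude the shared CTRL + CP tumors as the whole cause. For the exclusive genes, the same change in both KD groups with a threshold on each and a difference between the groups cannot be told apart. Simulations in which both groups change alike gave a median of 814 exclusive genes, against 855 observed, but they called 2152.5 and 2150.5 genes in KD + CP + MET and KD + CP, against 1390 and 687, and 821.5 in KD + CP alone, against 152, so the match in exclusive genes decides nothing. For PC1 of the mapped tumors, the tumor of animal 308 is a candidate explanation of the small share between diets, since that share was 39.9% without it.

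The slope of expression on GC content was lower in KD-fed than in CTRL-fed tumors by a mean of −0.0656 per 10 points (permutation test, two-sided, p = 0.0826) and −0.0383 in the tumors of Figure S6 (p = 0.105).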
